# The Coding and Small Non-coding Hippocampal Synaptic RNAome

**DOI:** 10.1007/s12035-021-02296-y

**Published:** 2021-02-10

**Authors:** Robert Epple, Dennis Krüger, Tea Berulava, Gerrit Brehm, Momchil Ninov, Rezaul Islam, Sarah Köster, Andre Fischer

**Keywords:** mRNA, microRNA, lncRNA, snoRNA, Synapse, Synaptosomes, Gene expression, RNA sequencing

## Abstract

Neurons are highly compartmentalized cells that depend on local protein synthesis. Messenger RNAs (mRNAs) have thus been detected in neuronal dendrites, and more recently in the pre- and postsynaptic compartments as well. Other RNA species such as microRNAs have also been described at synapses where they are believed to control mRNA availability for local translation. A combined dataset analyzing the synaptic coding and non-coding RNAome via next-generation sequencing approaches is, however, still lacking. Here, we isolate synaptosomes from the hippocampus of young wild-type mice and provide the coding and non-coding synaptic RNAome. These data are complemented by a novel approach for analyzing the synaptic RNAome from primary hippocampal neurons grown in microfluidic chambers. Our data show that synaptic microRNAs control almost the entire synaptic mRNAome, and we identified several hub microRNAs. By combining the *in vivo* synaptosomal data with our novel microfluidic chamber system, our findings also support the hypothesis that part of the synaptic microRNAome may be supplied to neurons via astrocytes. Moreover, the microfluidic system is suitable for studying the dynamics of the synaptic RNAome in response to stimulation. In conclusion, our data provide a valuable resource and point to several important targets for further research.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12035-021-02296-y.

## Introduction

Neurons are highly compartmentalized cells that form chemical synapses, and the plasticity of such synapses is a key process underlying cognitive function. In turn, loss of synaptic integrity and plasticity is an early event in neuropsychiatric and neurodegenerative diseases. Synapses are usually far away from the soma, which raises the question as to how neurons ensure the supply of synaptic proteins. Theoretical considerations and a substantial amount of data show that mRNAs coding for key synaptic proteins are transported along dendrites to synaptic compartments, where they are locally translated into proteins [1–5]. Hence, several studies have investigated the synaptic RNAome using different approaches. For example, early *in situ* hybridization experiments demonstrated the localization of specific mRNAs to synapses [6]. In addition, microarray and RNA-seq techniques were used to study the synapto-dendritic [7–9], synapto-neurosomal [10], and more recently, also the synaptosomal RNA pool of the mouse brain [11, 12]. However, compared with mRNAs, there is less known about the non-coding RNAome at synapses. The best known non-coding RNAs are microRNAs, which are 19–22 nucleotide-long RNA molecules that regulate protein homeostasis via binding to a target mRNA, thereby causing its degradation or inhibition of translation [13]. Several microRNAs were found to be implicated in synaptic plasticity, and these were identified at synapses where they were linked to the regulation of mRNA stability and availability for translation [14–17]. However, a combined analysis of the synaptic microRNA/mRNAome is still lacking, and knowledge about other non-coding RNA species is rare. Another problem is that the methods used so far to study synaptic RNAs from tissue samples do not allow us to distinguish between RNAs produced by the corresponding neurons and RNAs that might be transferred to synapses from other cell types. This issue is becoming increasingly important since there is emerging evidence on intercellular RNA transport and data that support the hypothesis that glia cells, for example, provide neurons with RNA [18, 19]. In this study, we isolated synaptosomes from the hippocampus of mice and carried out small RNA sequencing on them. To complement the data and address the question as to the origin of synaptic RNAs, we developed a novel microfluid chamber that not only allowed us to grow primary hippocampal neurons that form synapses in a pre-defined compartment [20] but also enabled us to isolate the synaptic compartments from these chambers using a novel device we call SNIDER (SyNapse Isolation DevicE by Refined Cutting). After the synaptic compartments were isolated, we then performed RNA sequencing. We also show that this novel microfluid chamber is suitable for assaying the dynamics of the synaptic RNAome in response to stimulation.

In conclusion, we were able for the first time to build a high-quality synaptic microRNA/mRNA network, and the data from our experiments point to key synaptic RNAs, including lncRNAs and snoRNAs. These synaptic RNAs will be valuable for future mechanistic studies in the context of the healthy and diseased brain.

## Results

### The Hippocampal Coding and Non-Coding Synaptosomal RNAome

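Synaptosomes are nerve terminals that reseal, often with the attached postsynaptic membrane, when brain tissue is homogenized. They were prepared from the hippocampi of male mice in 3 pools, and the RNA of each pool was divided between a total RNA library (Illumina TruSeq) and a small RNA library (NEBNext). The authors aligned total RNA reads to mm10 with STAR, counted them per gene with featureCounts, counted microRNAs with mirdeep2 against miRBase, and counted snoRNAs against snOPY. The deposited tables give raw counts and values the authors scaled to the table's total. These values, some of them named TPM, carry no term for gene length and are therefore called CPM, for counts scaled to the library's total, here. Total RNA libraries held 14714196 to 16667516 counts (median 16442149), which is 15.9 mio on average, whereas the paper's stated average is 6 mio unique reads per lane. The values here use the deposited counts. mRNAs took 11.0% to 12.1% of these counts, and Gm42418, a gene model that overlaps ribosomal RNA sequence, took 29.6% to 33.7%. Small RNA libraries held 6721076, 13906790 and 20546179 microRNA counts and 7680, 16305 and 15030 snoRNA counts. An RNA was taken as detected where the mean CPM of the 3 libraries reached the paper's cutoff, 50 for total RNA and 1000 for small RNAs. lncRNA levels are CPM of the lncRNA table's own total, and that table gave the same count as the total RNA table for 92.5% to 92.9% of its gene identifiers. Intervals and limits given here and beside later results cover counting error only, since the reads carry no molecular identifiers.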

We isolated high-quality synaptosomes from the hippocampus of 3-month-old mice and processed the corresponding RNA for total and small RNA sequencing (Fig. 1a). 

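Hippocampal synaptosomes held 233 mRNAs, 7 annotated lncRNAs, 69 microRNAs and 115 snoRNA names at the cutoff. The highest mRNA level was that of Lars2, which encodes the mitochondrial leucyl-tRNA synthetase, at 11134 ± 4791 CPM (SD, n = 3 pools). It was highest and lowest in the same pools as Gm42418 and Mir6236. Whether all its reads come from that mRNA was not tested. Among nuclear mRNAs Lars2 was followed by the astrocyte transporter Slc1a2 and by Kif5a, a kinesin heavy chain of neurons, at 702 ± 177 CPM. The annotated lncRNA class was led by the mitochondrial ribosomal RNAs mt-Rnr2 and mt-Rnr1, at 294521 ± 8747 and 208962 ± 41406 CPM of the lncRNA table, and by the ribosomal RNA model CT010467.1 at 118662 ± 20620 CPM. The most abundant snoRNAs were GM50450, at 148382 ± 73054 CPM of the snoRNA table, and SNORA36B, at 115805 ± 9743 CPM. Of the mRNAs in Table S1, 232 were among the 233. Eef1a1, a translation elongation factor, had 49.9 ± 3.65 CPM and lay just under the cutoff, and Ksr2, a scaffold of the MAP kinase pathway, had 10.3 ± 1.33 CPM. Cnksr2, a scaffold of the postsynaptic density, reached 65.0 ± 5.02 CPM and is not in that table. All 6 lncRNAs of Table S1 were detected, with Mir6236 in addition. All 65 microRNAs of Table S2 were detected, with miR-151-5p, miR-30a-3p, miR-434-5p and miR-9-3p in addition. All 37 snoRNAs of Table S3 were among the 115, and the further 78 all carry predicted names (GM numbers). Some had identical values, such as GM22253, GM24926 and GM25449 with 260 counts each. The 115 names therefore need not be as many distinct snoRNAs. Without predicted names, an alternative chosen after the values were seen, 37 snoRNAs were left.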

After quality control for high-confidence transcripts, we were able to detect 234 mRNAs, 6 lncRNAs (excluding sequences that code for predicted genes), 65 microRNAs, and 37 SnoRNAs (Fig. 1b; Tables S1, S2, and S3). GO-term analysis revealed that the mRNAs reflect exclusively the pre- and postsynaptic compartments (Fig. 1c), confirming the quality of our data. 

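Genes of both sides of the synapse were over-represented among the synaptosomal mRNAs, as were astrocyte markers. Of 49 postsynaptic genes with a count, 21 reached the cutoff, among them Camk2a, a kinase of synaptic potentiation (550 ± 150 CPM, SD, n = 3 pools), the NMDA receptor subunit Grin2b (265 ± 58.1 CPM), the AMPA receptor subunit Gria1 (142 ± 17.0 CPM) and the scaffold Shank1 (102 ± 69.5 CPM). Of 52 presynaptic genes, 14 reached it, among them the active zone scaffolds Pclo (265 ± 75.6 CPM) and Bsn (162 ± 63.2 CPM) and the calcium sensor of release Syt1 (194 ± 29.4 CPM). Of 23 genes of GABAergic transmission, 6 did, among them the receptor subunits Gabbr1 (97.9 ± 16.6 CPM) and Gabrb1 (54.4 ± 4.17 CPM), whereas the GABA-synthesizing enzyme Gad1 stayed at 13.6 ± 2.22 CPM. Markers of glia were also present. Of 27 astrocyte markers 12 reached the cutoff, led by the glutamate transporter Slc1a2 (1487 ± 316 CPM), with Sparcl1 (491 ± 62.1 CPM), the glutamine synthetase Glul (271 ± 39.2 CPM) and the filament protein Gfap (69.2 ± 10.6 CPM). Of 23 oligodendrocyte markers 3 did, among them Enpp2 and the myelin protein Mbp, at 139 ± 39.3 CPM. Of 20 microglia markers 2 did, among them Csf1r, of 15 vascular and choroid markers only Ttr did, and of 5 blood markers 0 did.
The gene lists were written before the data were examined. Of the 15108 mRNAs with a count, 1.54% were at the cutoff. Each list was tested against that share with a one-sided Fisher's exact test. CPM carry no length term, so long transcripts reach the cutoff more readily. No library of whole hippocampus was compared, so over-representation here does not separate synaptic RNA from RNA abundant in the tissue. The adjusted p was 2.20e-24 for postsynaptic, 1.32e-13 for presynaptic, 2.94e-06 for GABAergic, 1.11e-14 for astrocyte, 0.0117 for oligodendrocyte, 0.0784 for microglia and 0.317 for vascular genes. When every library had to reach the cutoff, 2 of 23 genes were left in each of the GABAergic and oligodendrocyte lists, with an adjusted p of 0.0640 for both. From its GO-term analysis of these mRNAs (Fig. 1c), the paper states that they reflect the pre- and postsynaptic compartments and takes this as evidence of the quality of the data.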

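Genes of transport along the cytoskeleton, ion pumping and synaptic signalling were over-represented among the synaptosomal mRNAs too. Of 33 genes of motors and the neuronal cytoskeleton, 18 reached the cutoff, among them the ankyrins Ank2 and Ank3, which anchor channels to the membrane skeleton (438 ± 81.7 and 404 ± 108 CPM, SD, n = 3 pools), the spectrin Sptbn1 (349 ± 38.0 CPM), the dendritic microtubule protein Map2 (314 ± 21.3 CPM) and the dynein heavy chain Dync1h1 (201 ± 19.7 CPM). Of 15 ion pumps and exchangers, 10 did, among them the sodium pump subunit Atp1b1 at 224 ± 23.2 CPM and the plasma membrane calcium pump Atp2b1 at 167 ± 16.1 CPM. Of 42 genes of synaptic signalling, 13 did, among them the adenylyl cyclase Adcy1 (210 ± 57.8 CPM), the BDNF receptor Ntrk2 (135 ± 21.7 CPM) and the calcium channel of internal stores Itpr1 (117 ± 18.4 CPM). All 7 mitochondrially encoded mRNAs with a count reached it, led by mt-Co1 and mt-Cytb of the respiratory chain (4967 ± 237 and 4452 ± 664 CPM). mt-Co2, mt-Co3, mt-Atp6, mt-Atp8, mt-Nd3 and mt-Nd4l had 0 counts in every library. Of 76 nuclear genes of oxidative phosphorylation, only Atp5b (65.3 ± 6.93 CPM) and Cox4i1 (51.3 ± 4.90 CPM) reached it. Of 20 chaperones 4 did, Calr, Canx, Hsp90ab1 and Hsp90b1.
Of other lists, the genes at the cutoff were 2 of 39 translation factors (Eef2 and Eif4g2), 2 of 23 tubulins and growth genes (Actb and Dpysl2), 2 of 26 genes of sterol and lipid synthesis (Fads1 and Scd2) and Aldoc alone of 16 glycolytic genes. The 80 cytosolic and 77 mitochondrial ribosomal protein genes, 39 proteasome subunits and 43 immediate early genes had 0 members at the cutoff, as did the 3 ribosomal protein pseudogenes. By the one-sided Fisher's exact test the adjusted p was 1.22e-23 for motors, 1.11e-14 for ion pumps, 1.32e-13 for signalling, 6.23e-13 for mitochondrially encoded genes, 0.000562 for chaperones and 0.444 for nuclear oxidative phosphorylation. It was 0.199 for translation factors, 0.0929 for tubulins, 0.107 for sterol synthesis and 0.317 for glycolysis. As above, neither transcript length nor the level in whole hippocampus was taken into account.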

Functional pathway analysis showed that the mRNAs found in our synaptosomal preparations represent key pathways linked to synaptic function and plasticity (Fig. 1d). We also observed a substantial amount of highly abundant microRNAs in these preparations (Table S2). 

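MicroRNAs listed as enriched in neurons took 18.8% of the synaptosomal microRNA counts. The most abundant was the neuronal miR-128-3p, at 83482 ± 18670 CPM (SD, n = 3 pools). Other abundant microRNAs, beside miR-9-5p, were miR-127-3p, from the imprinted Dlk1-Dio3 region, at 44478 ± 23197 CPM, miR-26a-5p at 37195 ± 11208 CPM, miR-99a-5p at 32628 ± 6531 CPM and let-7f-5p at 31543 ± 7727 CPM. Of 14 microRNAs listed as enriched in neurons, 9 reached the cutoff of 1000 CPM, among them miR-218-5p at 8698 ± 2036 CPM and the activity-regulated miR-132-3p at 1086 ± 388 CPM. Of 34 listed members of the Dlk1-Dio3 cluster, 12 did. Of 14 microRNAs listed for glia, vessels and blood, 2 reached it, miR-21a-5p, abundant in glia and vessels, at 1135 ± 376 CPM, and miR-146a-5p, of immune cells, at 1118 ± 101 CPM. A library held 715 to 893 microRNAs with at least 1 count, and 1000 CPM stood for 6721 to 20546 reads, so counting error at the cutoff was small beside the spread between pools.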

To understand the synaptic regulatory mRNA-microRNA network, we applied a novel bioinformatic approach which entailed generating the mRNA network using the mRNAs detected at synapses, then intersecting this network with the synaptic microRNAome. We then investigated whether any of mRNAs within the network represented confirmed microRNA targets. Our data revealed that 98% of the synaptic mRNAome was targeted by 95% of the synaptic microRNAs (Fig. 1e, f). This suggests that the synaptic microRNAome plays an important role in local mRNA availability. 

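The microRNAs placed at the centre of the interaction network spanned a wide range of levels in synaptosomes. let-7i-5p and let-7c-5p, of the let-7 family that restrains growth programmes, had 28963 ± 10926 and 20208 ± 8352 CPM (SD, n = 3 pools), and let-7b-5p had 7739 ± 1737 CPM. miR-9-5p, made in the neural lineage, was the second most abundant of all at 63292 ± 10666 CPM. miR-181a-5p, which is processed at synapses with activity, had 7325 ± 1195 CPM, miR-27b-3p had 4156 ± 815 CPM and miR-22-3p had 1358 ± 145 CPM. The neuronal miR-124 precursor gives a pair of mature arms. Its 3p arm had 4790 ± 2307 CPM and reached the cutoff of 1000 CPM, whereas its 5p arm had 37.0 ± 17.0 CPM, from 1480 counts over the 3 libraries. The target databases behind the network were not used here, so these values give the level of each microRNA and not its number of targets.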

We detected a number of hub microRNAs, particularly micoRNA-27b-3p, microRNA-22-3p; the cluster consisting of let-7b-5p, let-7c-5p and let-7i-5p; and microRNA-181a-5p, microRNA-9-5p, and microRNA-124-5p. All of these appear to be central regulators of the synaptic mRNA pool (Fig. 1f).

**Fig. 1:**
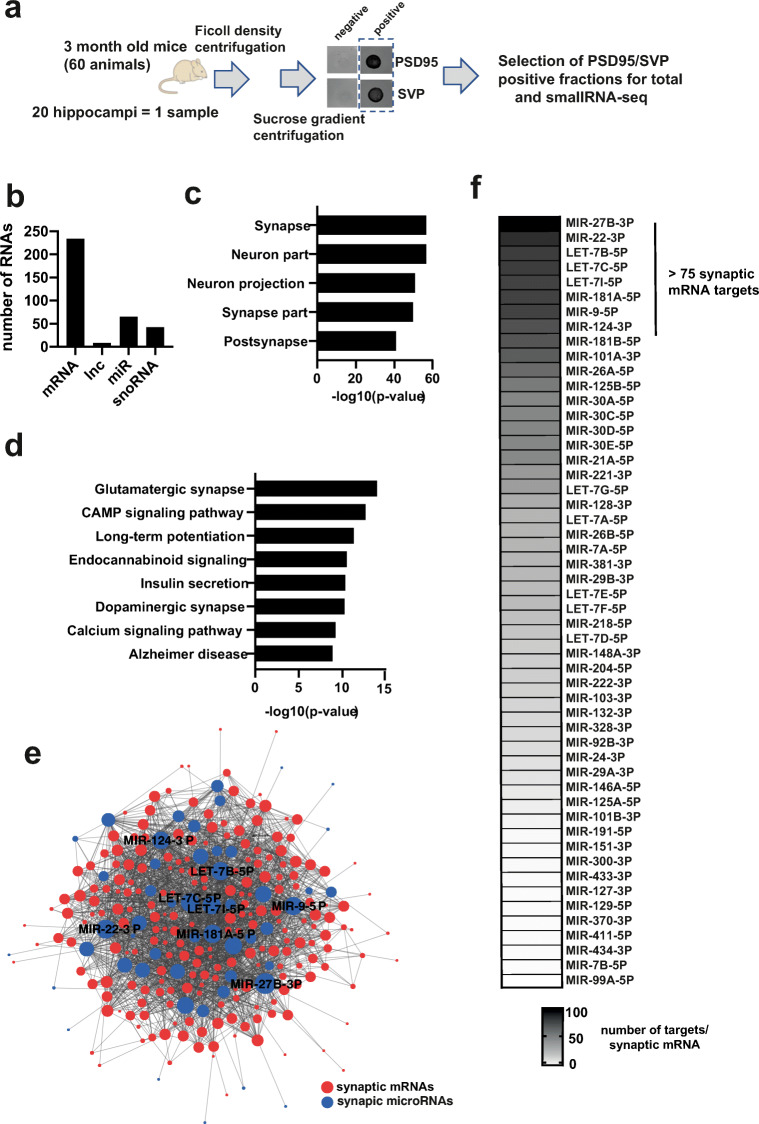
The coding and small non-coding RNAome of hippocampal synaptosomes. **a** Experimental scheme. **b** Bar graph showing the detected RNA species. **c** GO analysis showing that the identified mRNAs represent the synaptic compartment. **d** KEGG-pathway analysis showing that the synaptic mRNAome consists of transcripts that are essential for the function of hippocampal synapses. **e** microRNA-mRNA interaction network of the synaptic RNAome. Red circles represent the identified mRNAs that form a highly connected network, while blue circles indicate the detected microRNAs. Only the names of the top hub microRNAs are shown. **f** Heat map showing the synaptic microRNAome ranked by their confirmed mRNA targets that were found at synapses

### Comparison of the Hippocampal Synaptosomal Coding and Non-Coding RNAome to Primary Hippocampal Neurons

Compartmentalized microfluidic chambers have been developed to study the pre- and postsynaptic compartments of neurons. In these chambers, neurons grow their neurites into microgrooves and form synapses in a narrow compartment, the perfusion channel [20]. We hypothesized that such microfluidic chambers would be a *bona fide* complementary approach to study the synaptic RNAome via RNA-sequencing. Moreover, since the synapses formed within the perfusion channel of such chambers are not in contact with any other neural cell type, this approach would also allow us to address the question as to what extent synaptically localized RNAs originate from the corresponding cell or may have been shuttled from neighboring glia cells. This process was proposed for synaptic microRNAs [21]. However, a reliable approach for isolating synapses and corresponding RNA for subsequent sequencing from the perfusion channel of such microfluidic chambers did not exist at that time. Therefore, we generated a modified microfluidic chamber that allowed us to cut the perfusion channel to harbor the corresponding synapses, after which we performed the isolation of RNA. Mouse hippocampal neurons were thus grown in these chambers (Fig. 2a). For reproducible cutting, we employed a newly devised instrument we call SNIDER (SyNapse Isolation DevicE by Refined Cutting) (Fig. 2b, c) and isolated RNA for total and small RNA sequencing. 

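Neurons from the hippocampi of CD1 mouse embryos were grown for 14 days in chambers designed so that neurites reach the perfusion channel. The paper describes the collected channel as free of cell bodies. Total RNA was sequenced from 8 control libraries, each from 2 pooled chambers (Takara SMARTer Stranded Pico kit), and small RNA from 6 control libraries (SMARTer smRNA-Seq kit). The kits differ from those used for synaptosomes. The titles of 5 total RNA controls were bare numbers (C1, C2, C3, C9 and C11 here) and those of 3 held letters (Ctrl3, Ctrl4 and sc3), and the labels do not say what the kinds of title stand for. By the paper's methods these reads were aligned and counted as those of synaptosomes, and raw counts and CPM were deposited. Gm42418 had 0 counts in every chamber library, though it took 29.6% to 33.7% of synaptosome counts. mt-Co2 and mt-Co3 had 0 counts in synaptosomes but were counted in every chamber library. Why the counts differ so was not tested. Total counts per library ran from 722529 to 48281227 (median 2227024), with the highest in sc3 and a mean of 8.18 mio, whereas the paper's stated average is 20 mio unique reads per lane. The values here use the deposited counts. The 6 small RNA libraries held 475 to 2104 microRNA counts (median 933.5) and 7037 to 64276 snoRNA counts (median 31478), so 1000 CPM of the microRNA table stood for 0.475 to 2.10 reads. An RNA was taken as detected where the mean CPM reached the paper's cutoff, 100 for total RNA and 1000 for small RNAs. The lncRNA table gave the same count as the total RNA table for 56.3% to 77.4% of its gene identifiers in the controls, and its library totals were 0.979 to 3.20 times those of the total RNA table. The share of counts on satellite-repeat gene models ran from 0.0177% in sc3 to 8.70% in Ctrl4. That on olfactory, vomeronasal and taste receptor genes, which neurons are not known to express widely, ran from 0.00623% to 1.05% in the same libraries. Listed nuclear noncoding RNAs took 2.15% of counts in the controls and 0.00604% in synaptosomes on average. Whether nuclei reached the channel was not tested.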

When comparing the transcriptome obtained from the perfusion channel with corresponding data generated from RNA isolated from primary hippocampal neurons grown in normal culture dishes, we observed the expected enrichment for a specific subset of RNAs, representing about 12% of the entire transcriptome (Fig. 2d). 

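The perfusion channel held 1396 mRNAs, 185 annotated lncRNAs, 61 microRNAs and 107 snoRNA names at the cutoffs. Proteins of the cytoskeleton and protein folding were among its most abundant mRNAs. Map1b, a microtubule protein of growing axons, had 1361 ± 572 CPM (SD, n = 8 libraries), the chaperone Hsp90ab1 1274 ± 745 CPM, Ank2 1092 ± 565 CPM and Sptbn1 1049 ± 700 CPM. mt-Cytb and mt-Co1 of the mitochondrial genome had 1903 ± 1264 and 1711 ± 1056 CPM. The 3 highest mRNA levels were those of Gm10800 (29159 ± 21932 CPM), Gm10801 (7192 ± 4812 CPM) and Gm21738 (2986 ± 2213 CPM), gene models that lie on satellite repeats. Among the most abundant snoRNAs was SNORD116L14, of the imprinted Snord116 cluster, at 63319 ± 3363 CPM of the snoRNA table (n = 6 libraries). Near-identical copies of that snoRNA share reads. Of the mRNAs in Table S4, 1253 were among the 1396, 207 were not, and 143 were found here alone. Of its lncRNAs, 175 were among the 185. All 54 microRNAs of Table S5 and all 56 distinct snoRNA names of Table S6 were found. Without the deepest library, sc3, 1273 mRNAs and 177 lncRNAs were at the cutoff. With predicted names left out, an alternative chosen after the values were seen, 56 snoRNAs remained at it.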

In more detail, the transcriptome of the perfusion chamber consisted of 1460 mRNAs, 199 lncRNAs, 54 microRNAs and 57 highly expressed snoRNAs, of which 22 were also detected in synaptosomes. (Fig. 2e; Supplemental tables S4, S5, S6). GO-term analysis revealed that the identified mRNAs represent the synaptic compartment, which is in line with our data obtained from the adult mouse hippocampus (Fig. 2f) and further supports the feasibility of our approach. 

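Synaptic genes were a far larger part of the perfusion channel's mRNAs than of all mRNAs. Of 52 presynaptic genes with a count 42 were at the cutoff, among them Snap25 of the release machinery (710 ± 958 CPM, SD, n = 8 libraries, and 379 ± 210 CPM without sc3), Syt1 (413 ± 201 CPM) and Syp (377 ± 235 CPM). Of 49 postsynaptic genes 36 were, among them Grin2b (748 ± 479 CPM), Gria2 (732 ± 402 CPM), Camk2a (508 ± 308 CPM) and the scaffold Dlg4 (285 ± 207 CPM). Of 42 synaptic signalling genes 25 were, of 23 GABAergic genes 8, of 33 genes of motors and cytoskeleton 27, of 15 ion pumps 11 and of 24 tubulins and growth genes 16. Of 39 translation factors 17 reached the cutoff, Eef1a1 with 437 ± 194 CPM, and of 20 chaperones 12. Of 43 immediate early genes 7 did, Bdnf, Fosl2, Homer1, Nptx2, Plk2, Scg2 and Vgf. Of 82 cytosolic ribosomal protein genes Rpl4, Rplp2 and Rpsa did, at 136 ± 81.0, 106 ± 59.6 and 226 ± 120 CPM. Astrocyte markers were present too, 16 of 27, with Sparcl1 at 1323 ± 883 CPM and Gfap at 632 ± 800 CPM (357 ± 188 CPM without sc3). Oligodendrocyte markers were 4 of 23, and 0 of 23 without sc3, whereas 0 of 20 microglia, 0 of 15 vascular and choroid and 0 of 6 blood markers were at the cutoff.
Transcript length and whole cultures were again not taken into account. Of 21339 mRNAs with a count, 6.54% were at the cutoff. The adjusted p of the one-sided Fisher's exact test against that share was 1.95e-39 for presynaptic, 1.99e-31 for postsynaptic, 4.83e-26 for motors, 9.99e-19 for signalling, 2.13e-13 for tubulins, 2.22e-10 for ion pumps, 2.20e-10 for translation factors, 9.45e-10 for chaperones, 0.000109 for GABAergic and 0.0315 for immediate early genes. For astrocyte markers it was 2.23e-12, and 4.30e-06 with 10 of 27 without sc3. For oligodendrocyte markers it was 0.0807 and for cytosolic ribosomal proteins 1. From its GO-term analysis (Fig. 2f) the paper states that these mRNAs represent the synaptic compartment, sees the same in the adult hippocampus, and takes this as a further point for the feasibility of its approach.

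**Figure D1:**
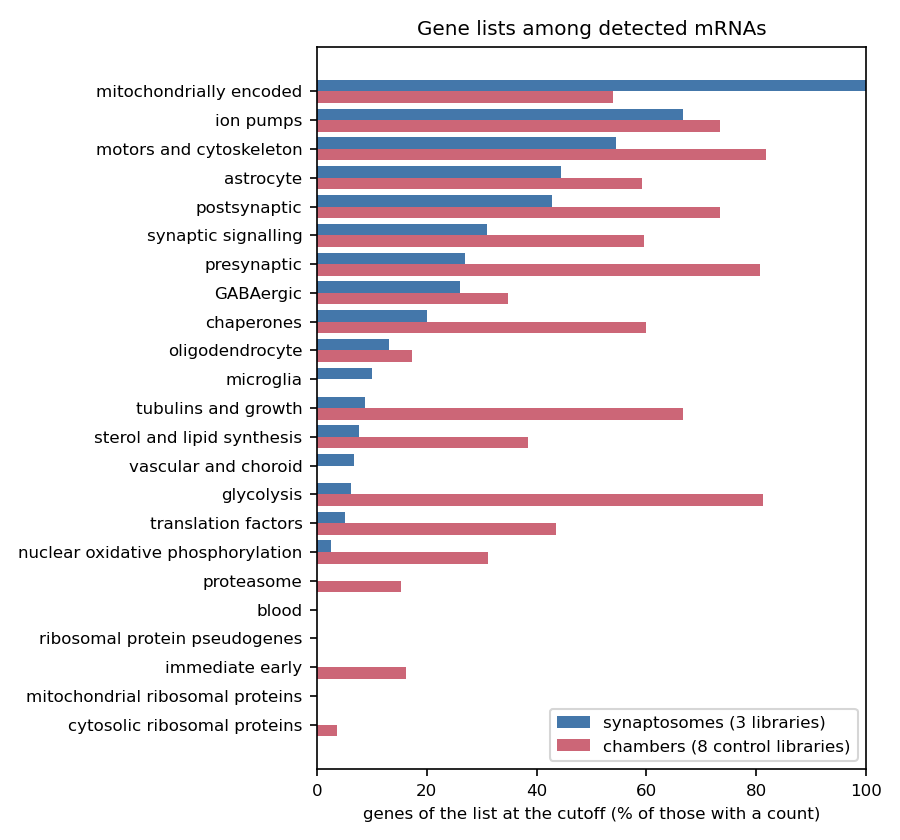
Percentage of the genes of each list, among those with a count, at the cutoff in synaptosomes (3 libraries) and in chamber controls (8 libraries). Bars show that 81.3% of glycolytic genes and 66.7% of tubulins and growth genes were at the cutoff in chambers, against 6.25% and 8.70% in synaptosomes. mRNAs took 11.5% of all counts in synaptosomes and 79.0% in chambers, so the cutoffs stand for unlike shares of mRNA counts.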

Functional pathway analysis confirmed that the detected mRNAs code for key synaptic pathways and reflect the high energy demand of synapses (oxidative phosphorylation). This is also the reason why pathways such as Alzheimer’s, Huntington’s, and Parkinson’s disease are identified (Fig. 2g), since key genes deregulated in these diseases are linked to mitochondria function. 

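Of 77 nuclear genes of oxidative phosphorylation 24 were at the cutoff in the perfusion channel, among them the ATP synthase subunits Atp5b (507 ± 736 CPM, SD, n = 8 libraries) and Atp5a1 (425 ± 360 CPM), and Cox4i1 (226 ± 359 CPM), Uqcrc1 (183 ± 262 CPM) and Ndufa4 (110 ± 224 CPM) of the respiratory chain. Their levels rested on the library sc3. Without it Atp5b had 250 ± 118 CPM, Atp5a1 325 ± 239 CPM, Cox4i1 99.9 ± 49.1 CPM, Uqcrc1 91.5 ± 47.5 CPM and Ndufa4 31.1 ± 16.6 CPM, and 4 of the 77 genes were at the cutoff. Of 13 mitochondrially encoded genes 7 were at the cutoff. Of 16 glycolytic genes 13 were, and 10 without sc3, among them Gapdh (241 ± 303 CPM, and 135 ± 43.8 CPM without sc3) and the neuronal enolase Eno2 (205 ± 120 CPM). Of 26 genes of sterol and lipid synthesis 10 were at the cutoff, and 6 without sc3, led by the desaturase Scd2 (743 ± 448 CPM) and by Hmgcs1 of cholesterol synthesis (334 ± 178 CPM). Of 39 proteasome subunits 6 were, and 1 without sc3. Mitochondrial ribosomal proteins had 0 of 77 at the cutoff, and the 14 ribosomal protein pseudogenes had 0.
The adjusted p of the one-sided Fisher's exact test for oxidative phosphorylation was 1.69e-10, and 1 without sc3, where the odds ratio was 0.961. It was 6.80e-13 for glycolysis (9.84e-09 without sc3), 5.37e-06 for sterol and lipid synthesis (0.00655 without sc3), 1.08e-05 for mitochondrially encoded genes and 0.0570 for the proteasome. The library sc3 held 3.02% of its counts on the oxidative phosphorylation list, and the other controls a median of 0.345%.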

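The mRNAs at the cutoff in both preparations numbered 219 of the 233 synaptosomal mRNAs. They included all the postsynaptic (21), presynaptic (14), GABAergic (6), motor and cytoskeleton (18) and ion pump (10) genes detected in synaptosomes, 12 of the 13 signalling genes, the 7 mitochondrially encoded genes and the 12 astrocyte and 3 oligodendrocyte markers. Without sc3, 10 of 27 astrocyte and 0 of 23 oligodendrocyte markers were at the chamber cutoff. Psd3, a protein of the postsynaptic density, had 139 ± 7.13 CPM (SD, n = 3 pools) in synaptosomes and 243 ± 97.1 CPM (n = 8 libraries) in chambers. Gria1 had 139 ± 73.6 CPM in chambers. In 203 of the 219 the mean CPM was higher in chambers, and in 16, such as Slc1a2 of astrocytes (511 ± 253 CPM in chambers), it was higher in synaptosomes. The median ratio of chambers to synaptosomes over the 219 was 2.96. CPM are relative to all counts, of which mRNAs took 11.5% in synaptosomes and 79.0% in chambers. Relative to mRNA counts alone, 213 of the 219 were higher in synaptosomes and the median ratio was 0.426.
The 14 mRNAs at the cutoff in synaptosomes alone included Ttr, Sparc, Csf1r, Selenop, Gm20721, Gnas, Nptx1, Sez6l, Paqr8, Tenm2, Sirpa, Enc1 and Serinc3. Ttr, the transthyretin of the choroid plexus, had 131 ± 61.4 CPM in synaptosomes and 8.06 ± 7.57 CPM in chambers. The microglia gene Csf1r, a growth factor receptor, had 80.7 ± 9.81 CPM against 20.5 ± 21.3 CPM. Sparc, a matrix protein, had 105 ± 1.81 against 76.7 ± 86.7 CPM, a difference smaller than the spread of the chamber libraries. Gnas, the stimulatory G protein subunit, had 68.3 ± 4.68 against 86.9 ± 40.1 CPM, where the chambers' higher cutoff parts the pair. The same holds for Sez6l, Paqr8, Tenm2, Sirpa, Enc1 and Serinc3, which had 77.0 to 96.8 CPM in chambers, more than in synaptosomes. Nptx1 (65.4 CPM in chambers) and Sparc also lay above the synaptosome cutoff of 50 CPM there. Without sc3, 206 mRNAs were shared. The tables were scaled separately and made with different kits, so no test was run between the preparations.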

The direct comparison of the hippocampal synaptic mRNAome from the adult mouse brain and the mRNAome from primary neurons revealed that almost all mRNAs detected from *in vivo* synaptosomes are also found in primary neurons grown in microfluidic chambers (Fig. 2h), confirming 219 mRNAs as a high-quality and reproducible synaptic mRNAome. The GO terms and functional pathways linked to these 219 mRNAs are identical to the data shown in Fig. 1 c and d. 

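The mRNAs at the cutoff in chambers alone numbered 1177, and by the mean of the libraries presynaptic, growth and glycolytic genes were over-represented among them. Of 38 presynaptic genes not detected in synaptosomes 28 were among them, such as the vesicle protein Vamp2 (323 ± 236 CPM, SD, n = 8 libraries) and Syn1 (207 ± 180 CPM), which tethers vesicles. Of 28 postsynaptic genes 15 were, such as the calmodulin-binding Nrgn (596 ± 497 CPM) and the kinase subunit Camk2b (370 ± 170 CPM). Of 22 tubulins and growth genes 14 were, such as Tuba1a (274 ± 392 CPM, and 137 ± 62.8 CPM without sc3), Stmn2 (164 ± 73.1 CPM) and the growth cone protein Gap43 (133 ± 90.3 CPM, against 5.29 ± 0.342 CPM in synaptosomes). Motors and cytoskeleton gave 9 of 15, such as the axonal Mapt (174 ± 55.3 CPM) and Nefl (204 ± 100.3 CPM). Glycolysis gave 12 of 15, such as Aldoa (553 ± 1113 CPM, and 160 ± 75.1 CPM without sc3). Nuclear oxidative phosphorylation gave 22 of 75, and 3 without sc3. Signalling gave 13 of 29, translation factors 15 of 37, chaperones 8 of 16, immediate early genes 7 of 43 and sterol and lipid synthesis 8 of 24. Proteasome subunits gave 6 of 39, and 1 without sc3, and astrocyte markers 4 of 15, and 0 without sc3. GABAergic genes gave 2 of 17, ion pumps 1 of 5, oligodendrocyte markers 1 of 20 and the 6 remaining mitochondrially encoded genes 0. After satellite models, the highest levels were those of Calm2 of calmodulin (1300 ± 1188 CPM, against 21.2 ± 2.99 CPM in synaptosomes), Sfi1, a centrosome protein (1043 ± 842 CPM), and the secretory granule protein Scg2 (821 ± 975 CPM).
Of 21106 mRNAs with a chamber count and below the synaptosome cutoff, 5.58% were at the chamber cutoff. Here too transcript length was not taken into account. mRNAs took 11.5% of all counts in synaptosomes and 79.0% in chambers. The synaptosome cutoff of 50 CPM therefore asks for a larger share of mRNA counts than the chamber cutoff of 100 CPM. Which mRNAs fall to chambers alone depends in part on this. The adjusted p of the one-sided Fisher's exact test was 3.69e-26 for presynaptic, 4.20e-12 for tubulins, 1.56e-11 for postsynaptic, 1.61e-09 for translation factors, 4.56e-09 for signalling, 5.37e-08 for motors, 2.01e-06 for chaperones, 6.92e-05 for sterol synthesis, 0.0175 for immediate early and 0.382 for GABAergic genes. It was 3.84e-12 for glycolysis (3.11e-08 without sc3), 3.01e-10 for oxidative phosphorylation (1 without sc3), 0.0354 for the proteasome and 0.0167 for astrocyte markers (both 1 without sc3). When every library had to reach the cutoff, 111 mRNAs were left in chambers alone and 2 of the 13 lists were still called, motors with 3 of 15 genes (adjusted p = 0.00104) and chaperones with 2 of 16 (0.0294), while 1 of 38 presynaptic genes was left (0.422).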

The 1244 mRNAs that were specifically observed in microfluidic chambers also represent the synaptic compartments and pathways linked to oxidative phosphorylation, synaptic vesicle cycle, and metabolic processes and may therefore reflect the difference between the synaptic RNAome in the adult brain and in cultured primary neurons (Fig. 2i). In addition, “neuronal projection” was detected as a significant GO term, most likely indicating the fact that in contrast to synaptosomal preparations, the perfusion channel still contains some neurites. This might also explain why many more lncRNA, in particular 199-annotated lncRNAs, are detected in the microfluidic chambers. 

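Annotated lncRNAs in the perfusion channel numbered 185 and were led by ribosomal and nuclear RNAs. mt-Rnr2 and mt-Rnr1, the mitochondrial ribosomal RNAs, had 144135 ± 108107 and 85978 ± 76313 CPM of the lncRNA table (SD, n = 8 libraries). Meg3, the imprinted lncRNA of the Dlk1-Dio3 region, had 11464 ± 10212 CPM and Rn7s2, the RNA of the signal recognition particle, 6199 ± 9279 CPM. Sox2ot, which overlaps the neural regulator Sox2, had 3118 ± 1210 CPM and Pvt1 2427 ± 892 CPM. Neat1, the scaffold of nuclear paraspeckles, had 991 ± 2133 CPM, and 237 ± 51.5 CPM without sc3. By annotated type, the set held 45 lincRNAs, 36 antisense RNAs, 34 processed transcripts and 44 unprocessed pseudogenes, of which 23 are transcribed. The lncRNA table's counts differ from those of the total RNA table for the same genes in chambers, where Sox2ot had 54.5 CPM, Pvt1 36.2 CPM and Neat1 111 CPM. In synaptosomes Meg3 had 4.44 CPM and Neat1 0.402 CPM of the lncRNA table.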

Pathway analysis suggests that these lncRNA are mainly linked to mRNAs that control processes associated with oxidative phosphorylation and synaptic plasticity, while comparatively few microRNAs seem to be regulated by the synaptic lncRNAs (Fig. S2). 

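The let-7 family stood high among the 61 microRNAs at the cutoff in chambers, with let-7c-5p at 84660 ± 26768 CPM (SD, n = 6 libraries), let-7b-5p at 45138 ± 26590 CPM, let-7a-5p at 25315 CPM and let-7f-5p at 24810 CPM. Of 14 microRNAs listed as enriched in neurons 3 reached the cutoff, among them miR-128-3p with 13 counts over the 6 libraries. Of 34 listed members of the Dlk1-Dio3 cluster, which is expressed in neurons, 5 did. Of 74 listed members of the repeat-derived miR-466, miR-467 and miR-669 families 10 did, against 0 in synaptosomes. All 54 microRNAs of Table S5 were found, and the further 7 were miR-466a-3p, miR-466b-3p, miR-466c-3p, miR-466e-3p and miR-466p-3p, which share most of their sequence, with miR-760-3p and miR-874-3p. A library held 61 to 136 microRNAs with a count. A single read gave 475 to 2105 CPM, so 1 or 2 reads in some libraries were enough to bring a mean to 1000 CPM.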

Similar to the *in vivo* data, we found 54 highly expressed microRNAs (Table S5).

**Fig. 2:**
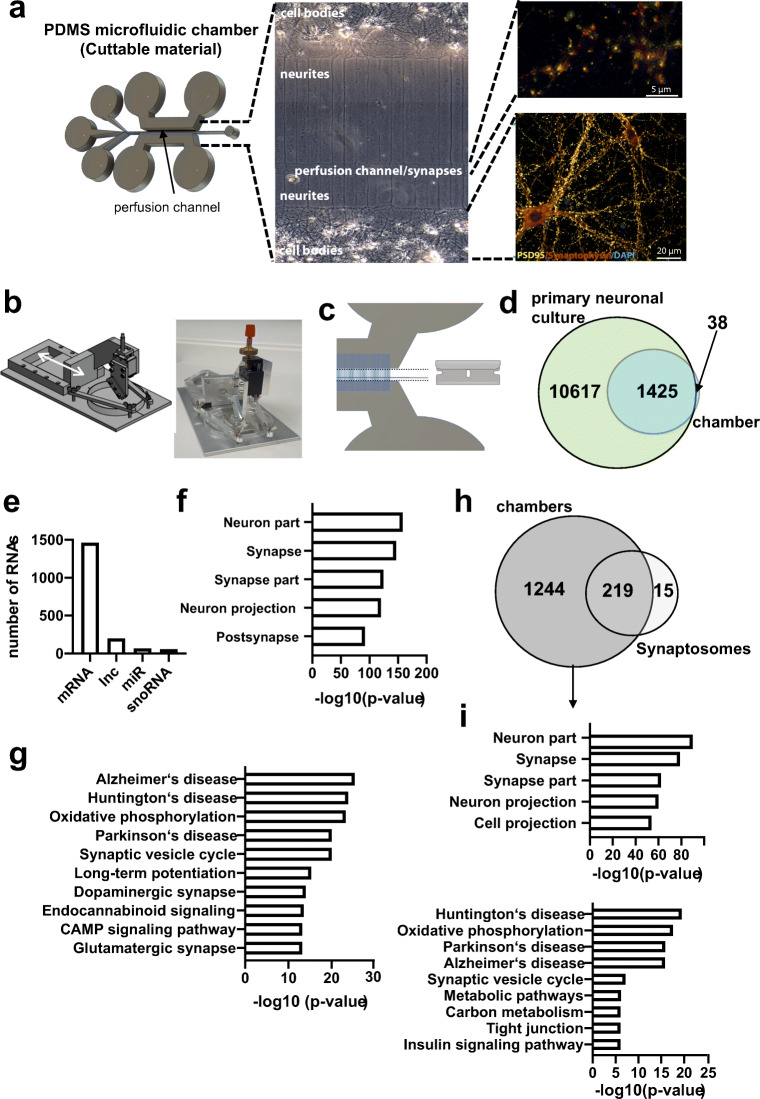
Analyzing the synaptic RNAome in microfluidic chambers via RNA-sequencing. **a** Microfluid chambers built from PDMS. Left panel shows the scheme of the microfluidic chamber indicating the perfusion channel in which most of synapses form. The principle is based on chambers first reported by Taylor and colleagues [20] but has been substantially modified (see Fig S1 for more details). The middle panel shows the bright-field image of neurons growing in these chambers, and the right panel shows immunostaining for PSD-95 and synaptophysin within the perfusion channel (upper image) and the part of the chambers that contains the cell bodies (lower image). **b** Scheme and image showing our newly devised tool for cutting the perfusion channel from the microfluidic chambers, named SNIDER. **c** Schematic illustration of the cutting of the microfluidic chambers. **d** Venn diagram showing the comparison of the total RNA-seq data obtained from primary hippocampal cultures grown in normal dishes (primary neuronal culture) and corresponding data obtained from the perfusion channel isolated from microfluidic chambers in which primary hippocampal neurons were grown. **e** Bar chart showing the detected RNA species. **f** GO analysis showing that the identified mRNAs represent the synaptic compartment. **g** KEGG-pathway analysis showing that the synaptic mRNAome consists of transcripts that are essential for the function of hippocampal synapses. **h** Venn diagram showing the overlap of mRNAs detected in hippocampal synaptosomes and in microfluidic chambers. **i** Upper panel: GO analysis showing that the 1244 mRNAs specifically detected in microfluidic chambers represent the synaptic compartment and “cell projection.” Lower panel**:** KEGG-pathway analysis of the same dataset

To further study the mRNA/microRNA network, we used the same approach as described for the synaptosomal data. Our data reveals that 88% of the synaptic mRNAome in microfluidic chambers is targeted by 45 (83%) synaptic microRNAs (Fig. 3a). Taken together, our data from hippocampal synaptosomes and the novel microfluidic chamber strongly suggest that the synaptic transcriptome is under tight control of a local microRNA network. 

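The let-7 family made up most of the chamber counts of the microRNAs shared by the preparations. Of the 18 microRNAs at the cutoff in both, 8 belong to it. let-7c-5p had 650 counts over the 6 chamber libraries, where its synaptosome level would give 137, a ratio of 4.73 (exact 95% Poisson interval 4.38 to 5.11). let-7b-5p had 371 against 52.6 (ratio 7.05) and let-7e-5p 59 against 13.4, whereas let-7g-5p had 18 against 165 (ratio 0.109) and let-7i-5p 10 against 197 (ratio 0.0508). let-7f-5p had 199 against 214, within its interval. Beside them stood miR-125b-5p, of neurons and glia, with 16 counts against 84.8, miR-24-3p with 19 against 9.42, miR-328-3p with 31 against 52.8, miR-191-5p with 15 against 15.2 and miR-382-5p, of the Dlk1-Dio3 cluster, with 13 against 12.0. The others were miR-128-3p, miR-7b-5p, miR-151-3p, miR-370-3p and miR-9-3p, as well as let-7a-5p and let-7d-5p. Together the 18 had 1673 chamber counts against 1708 expected, a ratio of 0.980, and 10 of them lay below, 3 within and 5 above their intervals. The expected count is the synaptosome CPM times the chamber library totals. The small RNA libraries were made with different kits, and no test was run between them.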

Comparison of the *in vivo* synaptic microRNAome with the data obtained from the microfluidic chambers revealed 17 microRNAs that were commonly identified at synapses, while 37 microRNAs were specific to the chambers and 48 microRNAs were only found in the *in vivo* data from hippocampal synaptosomes (Fig. 3b). When we generated the synaptic microRNA/mRNA network for the commonly detected 17 synaptic microRNAs and 219 mRNAs (see Fig. 2g), we observed that this core synaptic microRNAome controls 80% (179 of 219) of the core mRNAome (Fig. 3c).

**Fig. 3:**
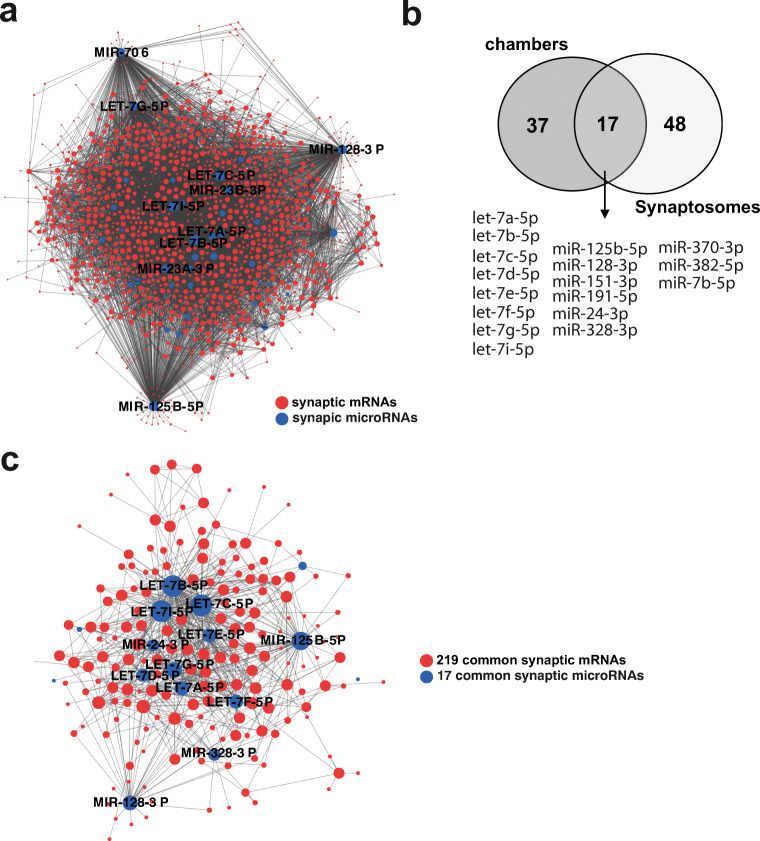
A core synaptic microRNAome. **a** MicroRNA-mRNA interaction network of the synaptic RNAome detected in microfluidic chambers. Red circles represent the identified mRNAs that form a highly connected network, while blue circles indicate the detected microRNAs that control this network. Only the names of the top hub microRNAs are shown. **b** Venn diagram comparing microRNAs detected in microfluidic chambers (Chambers) and synaptosomes. **c** MicroRNA-mRNA interaction network of the 219 synaptic mRNAs commonly detected in synaptosomes and microfluidic chambers and the 17 commonly detected microRNAs. Only the names of the top hub microRNAs are shown

### Evidence for Astrocytic microRNA Transport to Synapses

We found 37 microRNAs exclusively in synapses from primary neurons. This is most likely due to the difference between *in vivo* brain tissue and primary neuronal cultures, and a similar trend has been observed at the level of the mRNAs (see Fig. 2g). 

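Chambers had 43 microRNAs at the cutoff that synaptosomes did not, and they took 3196 counts, 47.0% of all microRNA counts in chambers, where the synaptosome level would give 32.4. The 43 were picked by a synaptosome level under the cutoff, so part of this excess follows from that choice. The most abundant was miR-706, at 146675 ± 90887 CPM (SD, n = 6 libraries) from 834 counts, with 0 counts in synaptosomes. Next came miR-3473b at 53558 ± 42187 CPM (373 counts), miR-466f-3p at 42020 ± 26578 CPM (262 counts), miR-3473e (269 counts), miR-5126 (180 counts) and miR-2137 (207 counts). The miR-466, miR-467 and miR-669 families, many of which lie in an intron of Sfmbt2, together had 272 times the count expected from synaptosomes (exact 95% Poisson interval 249 to 296). Of their 509 chamber counts 262 were of miR-466f-3p, so this pooled ratio is not that of each family. In synaptosomes 14 of the 43 stood under 1 CPM. The chamber libraries were prepared with a polyadenylation kit and those of synaptosomes with an adapter ligation kit, and the kit and the preparation changed together.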

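Many of the most abundant synaptosomal microRNAs were almost absent from the counts of the chambers. miR-9-5p had 6 counts over the 6 chamber libraries, where its synaptosome level would give 430, miR-127-3p 4 against 302, miR-26a-5p 1 against 253 and miR-99a-5p 1 against 222. The neuronal miR-218-5p had 0 against 59.1, miR-148a-3p 0 against 73.5 and the synaptically processed miR-181a-5p 0 against 49.8. miR-124-3p had 8 against 32.6, miR-27b-3p 2 against 28.3 and miR-22-3p 0 against 9.23.
Of the 51 microRNAs at the cutoff in synaptosomes alone, 32 had at least 1 chamber count and 19 had 0. Together they had 99 counts against 2355 expected, a ratio of 0.0420 (exact 95% Poisson interval 0.0342 to 0.0512). Of the 51, 46 had an interval below the expected count while 5 did not. The 51 were picked by a chamber level under the cutoff, so a low ratio follows in part from that choice. All 69 microRNAs at the cutoff in synaptosomes had 1772 chamber counts against 4063 expected, a ratio of 0.436, and 56 of them had an interval below the expected count. By list, microRNAs enriched in neurons had a ratio of 0.0446 (0.0338 to 0.0578), the miR-30 family 0.0234 (0.00638 to 0.0600), the Dlk1-Dio3 cluster 0.169 (0.136 to 0.209) and microRNAs of glia, vessels and blood 0.232 (0.0933 to 0.478). The clusters of miR-23, miR-27 and miR-24 had 1.69 (1.34 to 2.10). The difference in kit between the preparations applies to every value here.

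**Figure D2:**
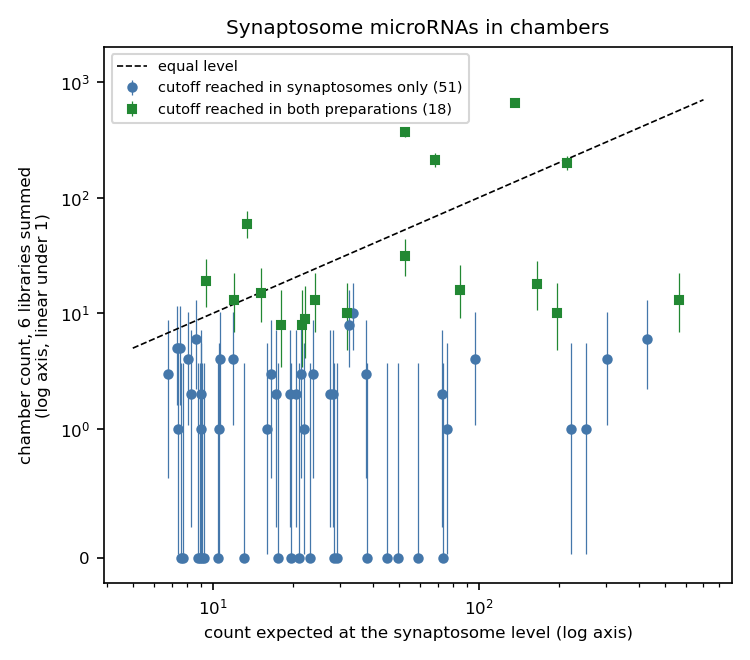
Chamber count of each synaptosomal microRNA (vertical, 6 libraries summed, log axis, linear under 1) against the count expected at its synaptosome level (horizontal, log axis), with exact 95% Poisson intervals. Points of the 51 microRNAs at the cutoff in synaptosomes alone reach at most 10 counts, while let-7c-5p stands highest at 650.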

More interesting is the observation that 73%, namely, 48 out 65, of the microRNAs detected in hippocampal synaptosomes were not found in microfluidic chambers (see Fig. 3b), which is in contrast to the mRNA data in which almost all of the synaptosomal mRNAs were detected in synapses of the primary neuronal cultures grown in microfluidic chambers (see Fig. 2g). These data may indicate that *in vivo*, some of the synaptic microRNAs are not exclusively produced by the corresponding neuron but rather may be shuttled to synapses via other neural cell types. In fact, movement of microRNAs between cells is an accepted mechanism of intracellular communication [18]. Prime candidate cells to support synapses with microRNAs are astrocytes that form together with neurons tripartite synapses. A prominent mechanism that mediates RNA transport amongst neuronal cells is intracellular transport via exosomes [22]. Thus, we compared a previously published dataset in which microRNAs from astrocytic exosomes were analyzed via a TAQman microRNA-array [23]. Indeed, 50% of the microRNAs exclusively detected in hippocampal synaptosomes have also been described in exosomes released from astrocytes (Fig. 4a). When we examined whether these 23 microRNAs had mRNA targets in synaptosomes, we observed that 21 of these microRNAs targeted a total of 197 of the 219 commonly detected synaptic RNAs (Fig. 4b). This was further confirmed by functional pathway analysis showing that the 21 microRNAs control synaptic genes linked to the glutaminergic synapse, LTP, and cAMP signaling (Fig. 4c). It is interesting to note that the synaptic mRNAs not targeted by any of the 21 microRNAs represented functional pathways linked to oxidative phosphorylation (Fig. 4d).

**Fig. 4:**
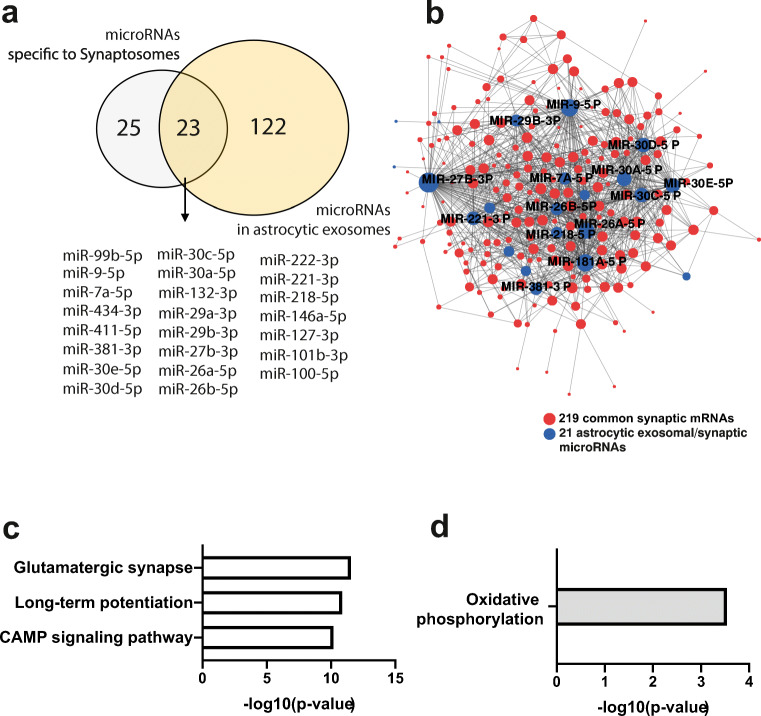
Comparing microRNAs from astrocytic exosomes to the synaptic RNAome. **a** Venn diagram comparing the 48 microRNAs exclusively detected in synaptosomes to the list of microRNAs found in astrocytic exosomes. **b** MicroRNA-mRNA interaction network showing that 203 of the commonly detected 219 mRNAs and 21 of the 23 microRNAs found in synaptosomes and astrocytic exosomes form an interaction network. Only the names of the top hub microRNAs are shown. **c** KEGG-pathway analysis of the 203 mRNAs within the network. **d** KEGG pathway analysis of the 16 common synaptic mRNAs that are not targeted by the overlapping microRNAs shown in **a**

### Synaptic MicroRNAs are Linked to Neurodegenerative and Neuropsychiatric Diseases

So far, our data support the view that the synaptic microRNAome plays an important role in neuronal function. To further strengthen this notion, we decided to examine whether synaptic microRNAs are particularly deregulated in cognitive diseases. To this end, we performed a literature search and curated a list of 71 microRNAs that were found to be deregulated in post-mortem human brain tissue, blood samples, or model systems for Alzheimer’s disease, depression, bipolar disease, or schizophrenia. Comparison of this dataset with our findings from synaptosomes revealed 17 synaptic microRNAs that are deregulated during cognitive diseases, four of which were also found in the microfluidic chambers and 11 in astrocytic exosomes. These microRNAs thus provide an interesting pool of synaptic microRNAs for further studies (Table S1).

### Microfluidic Chambers are Suitable to Assay the Synaptic RNAome upon Neuronal Stimulation

Our findings suggest that the synaptic RNAome can be studied in a reliable manner using our modified microfluid chambers in combination with SNIDER. This approach also provides a novel tool to investigate the neuronal-controlled synaptic RNAome in response to stimulation. 

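Depolarization with KCl opens voltage-gated calcium channels and drives activity-dependent transcription. Chambers were treated with 50 mM KCl for 2 h, and 3 total RNA libraries (KCL1, KCL1a and KCL4), each from 2 pooled chambers, were set against the 8 control libraries, which are those described above for the unstimulated perfusion channel. KCl libraries held 2842061, 2632490 and 80883504 counts. Their titles hold letters, as do those of only 3 of the controls (Ctrl3, Ctrl4 and sc3), so the comparison carries a term for the kind of title and the KCl effect rests on these 3 controls. The authors compared the groups with DESeq2 and RUVSeq. Raw counts of the deposited total RNA table were compared here with edgeR's quasi-likelihood test (TMM scaling, genes filtered by filterByExpr) over 28232 genes, and a gene was called at an adjusted p of at most 0.05 and a log2 fold change above 1 or below -1, as in Fig. 5b. Gene lists were tested with camera at the preset correlation of 0.01. Levels of single genes given by kind of title are TMM-scaled CPM, other than those of Gm22009. TMM factors ran from 0.533 in KCL4 to 1.67 in Ctrl3, and a factor below 1 raises a library's CPM. The spread between libraries was wide, with a common biological coefficient of variation of 1.23. The median log2 fold change of all genes was -0.53 with TMM, -0.75 with DESeq2's size factors and -1.16 with library totals. The fold changes given are not centred on this median. In data simulated with the same spread, edgeR recovered 0 of 50 genes changed 8-fold and 6 of 50 changed 16-fold. No KCl library of small RNA was analysed here.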

To further evaluate this potential, we decided to expose primary hippocampal neurons grown in microfluidic chambers to KCl treatment and then isolate the perfusion channel 2 h later. The isolated RNA was used for RNA sequencing (Fig. 5a). 

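Most immediate early genes had positive log2 fold changes after KCl against the 3 controls of the same kind of title, but only 1 gene of all passed the test. That gene, Gm22009, lies on chromosome 3 of mm10 from 69085105 to 69085447 and encodes a small Cajal body RNA. It had 25.1 ± 15.1 CPM (SD, n = 3 libraries) after KCl and 0 counts in those controls, at least 13.0-fold higher against a floor of 3 counts per library (adjusted p = 0.0200 from edgeR), yet 29.9 ± 9.87 CPM in the 5 controls with bare-number titles. Of 43 immediate early genes, 37 had a positive log2 fold change, with a median of 1.72. The levels that follow are TMM-scaled CPM. Fos, the classical activity-induced transcription factor, had 304 ± 188 CPM after KCl, 38.3 ± 31.0 CPM in the 3 controls and 31.8 ± 14.7 CPM in the 5 (log2 fold change 2.97, standard error 0.84, adjusted p = 0.522). Nr4a3, an orphan nuclear receptor, had 341 ± 293, 13.8 ± 17.2 and 106 ± 69.5 CPM (log2 fold change 4.70, adjusted p = 0.435). The neuropeptide precursor Vgf had 296, 20.5 and 561 CPM and the pentraxin Nptx2 77.5, 4.26 and 200.5 CPM, so both were highest in the controls with bare-number titles. The cytoskeletal Arc had a log2 fold change of 0.50 (adjusted p = 0.967).
edgeR called 1 gene higher and 0 lower, with 944 higher and 794 lower at an unadjusted p under 0.05, and DESeq2 called 406 higher and 9 lower. With the immediate early genes adjusted over the list alone 14 were higher, and DESeq2 called 9 of them. As a set they were higher by camera (adjusted p = 8.64e-17), with adjusted p = 0.293 with an estimated correlation and 0.103 by fry. They took 0.343% of counts after KCl, 0.138% in the controls with letters (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow), 0.399% in those with bare numbers (p = 0.625) and 0.301% in all 8 (p = 0.752). Relative to the counts on the pre- and postsynaptic lists, the ratio was 0.117 after KCl, 0.0963 in the controls with letters (p = 0.6) and 0.159 in those with bare numbers (p = 0.179), and all 3 KCl libraries (0.101 to 0.147) lay within the range of the controls (0.0609 to 0.220). Ctrl3 and Ctrl4, on which the comparison rests beside sc3, had the highest shares on receptor genes of all chamber libraries (0.890% and 1.05%). The number of genes called higher and lower depended on which libraries were used. It was 1324 and 131 without sc3, 7 and 8 without Ctrl3, 5 and 1 without Ctrl4, 7 and 0 without KCL1a, 2 and 0 without KCL4, and 0 and 0 with C1, C2, C3, C9 or KCL1 left out in turn. Against the 5 controls with bare-number titles, a comparison chosen after the data were seen, it was 7 and 0.

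**Figure D3:**
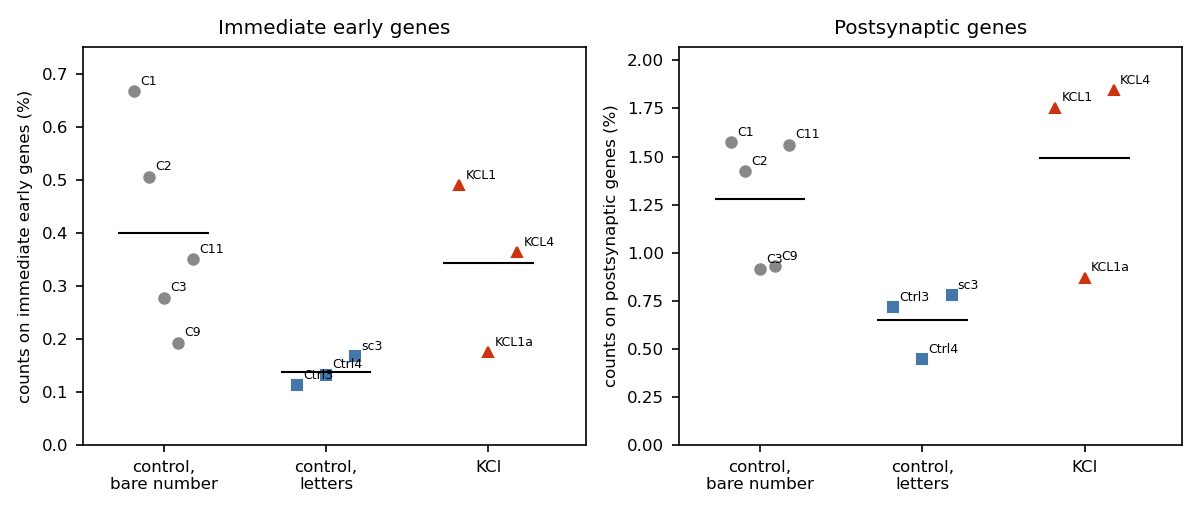
Percentage of each library's counts on the immediate early genes (left) and postsynaptic genes (right) for the controls with bare-number titles, the controls with titles of letters and the KCl libraries, with lines at the means. For immediate early genes the 3 controls with letters lie lowest, and the KCl mean lies between the means of the control groups.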

Our analysis revealed a substantial number of mRNAs that were increased in the synaptic compartment (Fig. 5b; Table S7). Since we can exclude that these mRNAs are shuttled from glia cells, they likely represent part of the transcriptional response and reflect mRNAs that were transported to synapses, which is feasible within the 2-h time window after treatment. In line with this assumption, the upregulated RNAs exclusively represent the synaptic compartment (Fig. 5c). 

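Most postsynaptic, motor and ion pump genes had positive log2 fold changes after KCl against controls with the same kind of title. Of these controls, Ctrl3 and Ctrl4 had the least of their counts on postsynaptic genes and the most on receptor genes. Gene levels in this comparison are TMM-scaled CPM. Of 49 postsynaptic genes 46 had a positive log2 fold change (median 1.49), such as Dlg4 with 687 ± 434 CPM (SD, n = 3 libraries) against 48.0 ± 25.5 CPM in the controls with letters and 424 ± 194 CPM in the others (log2 fold change 3.85, standard error 0.90), Agap2, a GTPase regulator (4.18, standard error 0.99), and the scaffold Shank3 (2.83, standard error 0.74). All 33 genes of motors and cytoskeleton had a positive value (median 2.00), such as the cross-linker Macf1 with 1689 ± 731, 244 ± 19.4 and 704 ± 283 CPM (2.79, standard error 0.85). Of 52 presynaptic genes 35 were positive (median 0.70), Bsn with 3.02, of 42 signalling genes 35 (0.84), Adcy1 with 2.86, and of 15 ion pumps 15, Slc8a1 with 3.22. Of 24 tubulins and growth genes 17 were positive (1.27), Tubb2b with 2.81, of 39 translation factors 24 (0.74), Eef1a2 with 2.99, and of 10 mitochondrially encoded genes 9 (1.83). None of these genes passed edgeR's test over all genes, and adjusted over the list alone 18 postsynaptic, 12 motor, 7 presynaptic, 5 tubulin and growth, 4 translation and 3 ion pump genes did. DESeq2 called 18 postsynaptic, 18 motor and 11 presynaptic genes higher. Among glia, astrocyte markers had a median of -1.11 and oligodendrocyte markers -0.74, both without a call by camera (adjusted p = 0.760 and 0.867), and adjusted over the list alone 3 astrocyte markers were lower. Without sc3 the medians of these lists were positive (1.89 and 1.16). Aldoc had 128 CPM after KCl against 4201 CPM in the controls with letters and 147 CPM in the others, where sc3 held the high value. Microglia markers were lower as a set (median -1.07, adjusted p = 0.0115, and adjusted p = 0.401 with an estimated correlation).
By camera 14 lists were higher and 1 lower. The adjusted p, with the adjusted p with an estimated correlation behind it, was 2.49e-18 (0.315) for motors, 1.96e-17 (0.315) for postsynaptic, 9.60e-12 (0.321) for signalling, 1.99e-11 (0.354) for presynaptic, 7.31e-08 (0.315) for ion pumps, 1.71e-07 (0.315) for mitochondrially encoded, 2.97e-09 (0.401) for translation, 2.71e-05 (0.556) for sterol and lipid synthesis, 0.00147 (0.308) for nuclear noncoding RNAs, 0.00203 (0.588) for chaperones and 0.00322 (0.604) for GABAergic genes. Tubulins had 9.60e-12 (0.315). With the estimated correlation or with fry 0 lists were called. Nuclear oxidative phosphorylation (median -1.62, adjusted p = 0.129), glycolysis (-1.71, 0.937), the proteasome (-0.73, 0.760), mitochondrial ribosomal proteins (-1.30, 0.147), vascular markers (0.555) and ribosomal protein pseudogenes (-0.30, 0.937) were not called, and for oxidative phosphorylation, glycolysis, the proteasome, the pseudogenes and the astrocyte markers camera's direction was up where the median was negative. Without Ctrl3 and Ctrl4, a setting chosen after the data were seen, sc3 alone is left of the controls with letters and the median of all genes is 2.31, so list medians there cannot be set beside these. Postsynaptic genes took 1.49% of counts after KCl and 0.648% in the controls with letters (exact permutation test, two-sided, p = 0.1), with 0.717% in Ctrl3 and 0.448% in Ctrl4. In the others they took 1.28% (p = 0.5). Mitochondrially encoded genes took 1.22% on average after KCl, 0.406% in the controls with letters and 1.12% in the others. Mitochondrial ribosomal RNAs took 13.9% to 20.2% after KCl, 0.403% to 2.24% in the controls with letters and 3.14% to 16.7% in the others. The positive fold changes of mitochondrially encoded genes thus rest on controls with low shares, and the KCl mean lay near that of the others. The mitochondrial shares were not tested.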

Functional pathway analysis revealed a strong enrichment of RNAs coding for the ribosome (Fig. 5d). In fact, 50% of all transcripts that corresponded to the ribosomal subunits were increased at the synapse upon KCL treatment (Fig. 5e).

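Transcripts of cytosolic ribosomal proteins took a larger share of the counts after KCl than in controls, and 0 of the 82 genes passed the test. They took 0.764% of the counts in KCl libraries, 0.407% in all 8 controls (exact permutation test, two-sided, p = 0.0121), 0.415% in the 5 with bare-number titles (p = 0.0179) and 0.393% in the 3 with titles of letters (p = 0.2, where 0.1 is the smallest p possible). Of the 82 genes, 62 had a positive log2 fold change, with a median of 0.80. The levels of single genes are TMM-scaled CPM. Rpsa, of the small subunit, had 1035 ± 447 CPM (SD, n = 3 libraries) after KCl, 105 ± 47.5 CPM in the controls with letters and 294 ± 121 CPM in the others (log2 fold change 3.29, standard error 0.84, adjusted p = 0.509 from edgeR). Rps24 had 368 ± 66.2, 49.3 ± 43.6 and 126 ± 76.0 CPM (log2 fold change 2.89, standard error 0.82, adjusted p = 0.523), and Rplp2, of the stalk of the large subunit, had a log2 fold change of 2.74 (standard error 0.80). Rpl13a had 0.37. Mitochondrial ribosomal proteins had a median of -1.30, and of 0.79 without sc3. Atp5a1, an ATP synthase subunit outside the list, had 0.13.
edgeR called 0 of the 82 higher, with 14 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. DESeq2 called 5 (6.10%), Rpsa, Rps24, Rplp2, Rpl22 and Rps23. With a factor of unwanted variation estimated from residuals edgeR called 36.6% and DESeq2 46.3%, and without sc3 edgeR called 56.1%. Without Ctrl3 and Ctrl4, chosen after the data were seen, only sc3 is left of the controls with letters, and it called 0. As a set the genes were higher by camera (adjusted p = 1.09e-17), with adjusted p = 0.354 with an estimated correlation. The share on these genes was lowest in the controls with the highest share on receptor genes (0.171% in Ctrl4) and was 0.679% in sc3. Relative to the counts on the pre- and postsynaptic lists, the ratio was 0.206, 0.544 and 0.190 in KCL1, KCL1a and KCL4 and 0.157 to 0.247 in the controls (0.313 against 0.192 on average, exact permutation test, p = 0.109). Of mRNA counts alone, a share chosen after the data were seen, they took 0.889% to 1.38% after KCl and 0.208% to 0.698% in the controls (1.06% against 0.515% on average, exact permutation test, p = 0.00606, and p = 0.1 against the 3 with letters). From the enrichment of ribosomal RNAs and the share that increased (Fig. 5d, e), the paper states that transcripts coding for the ribosome were increased at the synapse after stimulation.

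**Figure D4:**
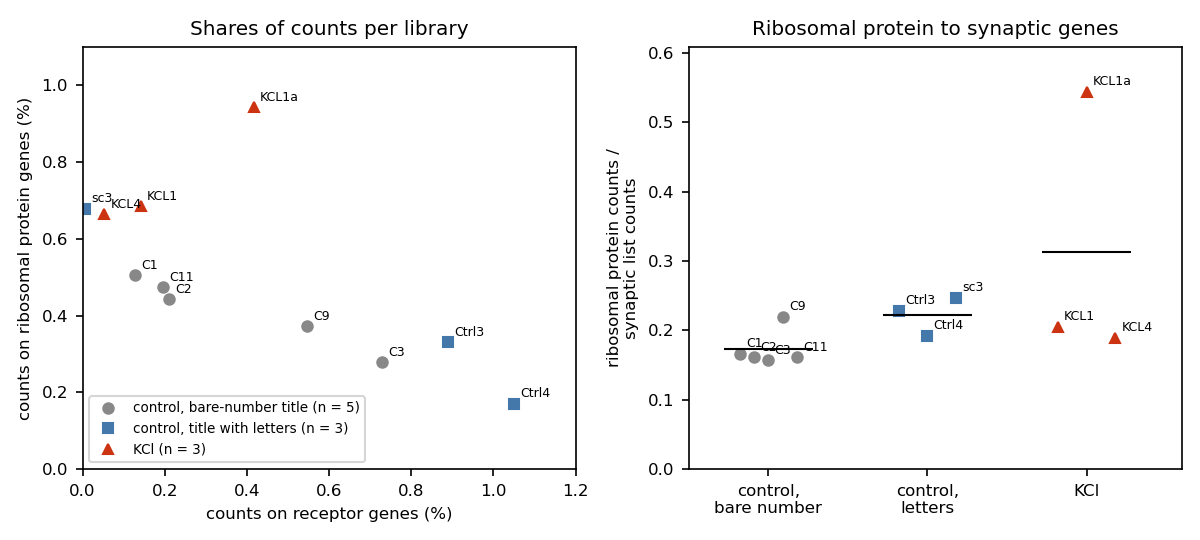
Left, percentage of each library's counts on cytosolic ribosomal protein genes against that on receptor genes. Right, counts on ribosomal protein genes divided by counts on the synaptic lists in each library, with lines at the means. KCL1a stands highest in both plots at 0.943% and 0.544, and KCL1 and KCL4 lie within the range of the controls on the right.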

**Fig. 5:**
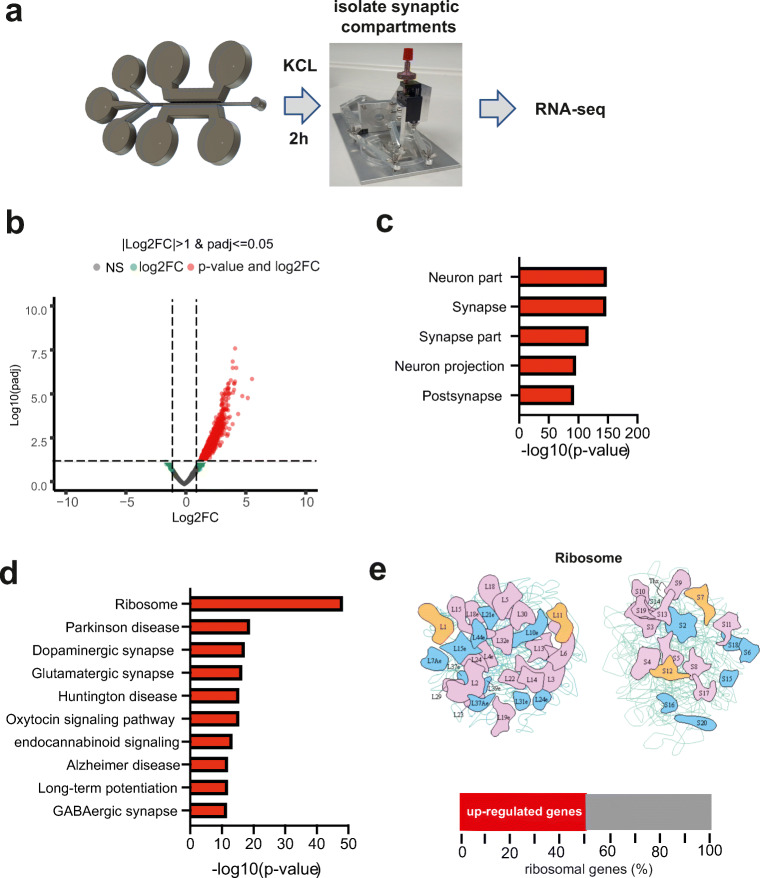
The synaptic mRNAome upon stimulation. **a** Experimental scheme. **b** Volcano plot showing a substantial upregulation of synaptic RNAs upon KCL treatment. **c** GO analysis showing that the identified mRNAs represent the synaptic compartment. **d** KEGG pathway analysis showing that the changes of the synaptic mRNAome upon KCL treatment represent transcripts mainly linked to ribosomal function. **e** Upper panel shows images of the KEGG pathway for “ribosome.” Colored subunits represent transcripts significantly increased. Lower panel: bar chart showing that 50% of the genes that comprise the ribosome KEGG pathway are increased at the synaptic compartment upon KCL treatment

## Discussion

### The Synaptic RNAome

The aim of our study was to provide a high-quality dataset of the synaptic coding and small non-coding RNAome with a specific focus on microRNAs. Our findings thus represent an important resource for future studies. To the best of our knowledge, our study also provides the first dataset which analyzes in parallel the coding, non-coding, and small non-coding RNAome in hippocampal synapses via next-generation sequencing. Moreover, we used two different approaches: we isolated hippocampal synaptosomes from the hippocampus of 3-month-old wild-type mice, and we developed a microfluidic chamber that in combination with a novel cutting device allowed us to isolate synaptic compartments for subsequent RNA sequencing from primary hippocampal neurons. This chamber combines the advantages of the currently used microfluidic chambers that allow the specific manipulation of synapses [20] with the ability to isolate the perfusion channel that harbors synaptic connections. Therefore, this novel microfluidic chamber will facilitate the specific manipulation of the synaptic compartment in combination with next-generation sequencing approaches. It should thus be considered a suitable screening tool to study the dynamics of the synaptic RNAome. The feasibility of this approach was demonstrated for example by our finding that KCL treatment leads to substantial changes in the synaptic RNAome. Future approaches will now be able to employ more physiological manipulations and thus investigate the synaptic RNAome in disease models. It is noteworthy that most of the mRNAs upregulated at the synapse upon stimulation represent key components of the ribosome, which is in agreement with the importance of local mRNA translation [4].

In line with previous data, we identified a substantial number of mRNAs that almost exclusively represent the synaptic compartment and key signaling pathways linked to synaptic integrity and plasticity. It is interesting that the mRNA coding for the amyloid precursor protein (APP), a key factor in Alzheimer’s disease (AD) pathogenesis, was also found at synapses (see Table S1). 

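App lies on chromosome 16 of mm10 from 84949685 to 85173766 and is annotated as protein coding. It had 253 ± 46.2 CPM in synaptosomes (SD, n = 3 pools) and 921 ± 583 CPM in the perfusion channel (n = 8 libraries), above the cutoff in both. After KCl it had 1279 ± 675 CPM (n = 3 libraries), with a log2 fold change of 1.78 against the 3 controls with titles of letters (standard error 1.02, adjusted p = 0.873 from edgeR and 0.125 from DESeq2), which did not pass the test.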

To our knowledge, this observation has not been reported before but is in line with the physiological function of wild-type APP at synapses [24].

Generally, we detected more mRNAs within the dataset obtained from primary neurons when compared with the synaptosomal preparation. This observation likely reflects the difference between the *in vivo* preparation of hippocampal tissue and cultured primary neurons. Another important consideration is that synapses likely differ depending on the distance to the soma, an issue that cannot be addressed when isolating synaptosomes, while the RNAome detected in the microfluidic chambers represents synapses that are most distant to the corresponding somata. Similarly important is the fact that the preparation from the perfusion channel of our microfluid chamber still contained some neurites. Thus, the corresponding RNAome also included dendritic mRNAs. This view is supported by previous data in which the mRNA pool was analyzed from neuropil or synapto-dendritic compartments. For example, 2550 mRNAs were detected in hippocampal neuropil from mice [8], and 1875 mRNAs were identified when ribosome-bound mRNA was analyzed in the same region [7]. We observed only 234 mRNAs in hippocampal synaptosomes, but we consider these mRNAs to represent a high-quality dataset. Thus, we only report here mRNAs that passed rigorous quality control and exhibited a substantial amount of sequencing reads. The quality of these data is further confirmed by the fact that almost all of the synaptosomal mRNAs, namely 219, were also detected in the RNA-seq dataset we obtained from the microfluidic chambers. The most comparable mRNA dataset with our *in vivo* approach is a recent study that employed FACS to isolate synaptosomes from the mouse forebrain [12] and also reported raw data on the generic synaptosomes. It is important to note that the latter study employed a different analysis pipeline than we did and reported all transcripts that map with > 25% of the read length when using the STAR-aligner tool, while we considered only transcripts that map with at least >66%. Nevertheless, we observed that the top 500 mRNAs reported by Hafner et al. almost completely overlapped with our dataset. Namely, 209 of the 234 mRNAs that we reported for hippocampal synaptosomes are also found in the Hafner et al. dataset from mouse forebrain synaptosomes (Table S8), further supporting the quality of our dataset and strengthening the view that synaptic mRNAs play a critical role in neuronal function. We also report the detection of lncRNAs in datasets obtained from synaptosomes and microfluidic chambers but for now restricted the presented data to the currently annotated lncRNAs. We also identified lncRNAs that are currently still referred to as “predicted” and awaiting further confirmation. Therefore, we encourage researchers to further explore our raw data since annotation of the genome is improving. 

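Among the predicted lncRNAs, with names of Gm numbers or Rik clones, 11 were at the cutoff in synaptosomes and 1179 in chambers. The 11 were annotated as 6 antisense RNAs, 4 lincRNAs and 1 microRNA precursor. Predicted and annotated lncRNAs of chambers together held 750 lincRNAs, 229 antisense RNAs and 199 processed transcripts. With predicted names kept, 18 lncRNAs were at the cutoff in synaptosomes and 1364 in chambers. The chamber levels come from the lncRNA table, whose counts differ from those of the total RNA table for the same genes.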

The presence of lncRNA in synaptosomes is in line with previous data [11], but it is interesting to note that more lncRNAs were found in the microfluidic chambers when compared with the *in vivo* synaptosomes. A similar trend has been observed for mRNAs and might be due to the fact that the RNA preparation from the microfluid chambers also contains some dendritic RNA. Our data suggest that the detected lncRNAs regulate processes associated with oxidative phosphorylation and synaptic plasticity and may also affect the function of selected microRNAs. 

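Malat1, a lncRNA retained in nuclear speckles of most cells, lies on chromosome 19 of mm10 from 5795690 to 5802672. In chambers it had 80967 ± 99138 CPM of the lncRNA table (SD, n = 8 libraries), and 49138 CPM without sc3. In the total RNA table it had 16931 ± 12573 CPM in controls and 13229 ± 3883 CPM after KCl (n = 3 libraries), with a log2 fold change of 1.63 against the 3 controls with titles of letters (standard error 1.55, adjusted p = 0.953 from edgeR), which did not pass the test. In synaptosomes Malat1 had 21.1 ± 4.34 CPM of the lncRNA table (n = 3 pools) and did not reach the cutoff of 50 CPM.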

Although these observations need to be further studied, it is interesting to note that metastasis-associated lung adenocarcinoma transcript 1 (Malat1) appeared as one hub lncRNA at synapses. This is in line with a previous study showing that knocking down MALAT1 in hippocampal neurons decreases the number of synapses, although it must be mentioned that the authors linked this finding to the role of MALAT1 on gene expression control [25]. The presence of snoRNAs at synapses is also highly interesting and corresponds with a previous study that reported snoRNAs in synaptosomes [26]. Moreover, there was a substantial overlap of the snoRNAs detected in synaptosomes and in primary neurons (60% of the synaptosomal snoRNAs were also detected in microfluidic chambers). 

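The snoRNAs at the cutoff in both preparations numbered 50 of the 115 of synaptosomes (43.5%). Some predicted names had identical counts, so these are numbers of names and not of distinct snoRNAs. SNORA7A, which guides pseudouridylation of ribosomal RNA, had 20187 ± 11091 CPM of the snoRNA table in synaptosomes (SD, n = 3 pools) and 16977 ± 2039 CPM in chambers (n = 6 libraries). SNORA30 had 17637 ± 16368 and 10146 ± 478 CPM, and SNOU2-30 had 36467 ± 8680 and 32352 ± 24052 CPM, differences within the spread of the replicates. SNORD12 had 2282 ± 1317 CPM in synaptosomes and 12359 ± 2248 CPM in chambers. Others were found on 1 side. SNORA41 had 95135 ± 9706 CPM in synaptosomes and 94.4 ± 101 CPM in chambers, and SNORA36B stayed under the cutoff in chambers. SNORD100 had 63.1 CPM in synaptosomes and 10709 ± 1209 CPM in chambers, and SNORA68 had 0 counts in synaptosomes and 7486 ± 1682 CPM in chambers. With predicted names left out, chosen after the values were seen, 23 of the 37 snoRNAs left in synaptosomes were shared. The paper's cutoff of 1000 CPM stood for fewer than 20 reads in each synaptosome library.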

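By the type given in the deposited table, the 50 snoRNAs found in both preparations were 11 of the C/D box type (22%), whose members guide methylation of ribosomal RNA, 3 of the H/ACA box type (6%), whose members guide pseudouridylation, and 36 of another or no type (72%). In synaptosomes 16 of 115 were C/D box and 9 H/ACA box snoRNAs, and in chambers 29 and 13 of 107. The table gives no type for several snoRNAs whose names place them in a family, among them SNORD27, SNORD43, SNORD50A, SNORD50B and SNORA17. With predicted names left out, a setting chosen after the values were seen, the 23 shared snoRNAs were 47.8% C/D box, 13.0% H/ACA box and 39.1% of another or no type.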

Most of the commonly detected snoRNAs were of the C/D box (49%) or H/ACA-box type (17%) that regulate RNA-methylation and pseudo-uridylation of mainly ribosomal RNAs [27], which further underlines the presence of ribosomes at synapses [4]. However, we also identified snoRNAs that cannot be classified in either category (35%); these warrant further investigation. Some of the synaptic snoRNAs have been associated with additional processes, for instance SNORD50, SNORD83B, or SNOR27 which have been linked to mRNA 3′ processing and post-transcriptional gene-silencing [27]. 

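SNORD115, from the imprinted region deleted in Prader-Willi syndrome, had 3752 ± 726 CPM of the snoRNA table in synaptosomes (SD, n = 3 pools) and 1796 ± 492 CPM in chambers (n = 6 libraries), at the cutoff in both. SNORD116L14, from the same region, had 1210 ± 475 CPM in synaptosomes. SNORD50A and SNORD50B, linked to mRNA 3′ processing, had 1871 ± 1257 and 2372 ± 1771 CPM in synaptosomes and 14371 ± 2965 and 14657 ± 2962 CPM in chambers. SNORD27 had 6397 ± 3571 and 1035 ± 341 CPM, and SNORD83B 1839 ± 1081 and 2375 ± 940 CPM, a difference within the spread of the replicates. Reads of the near-identical SNORD115 and SNORD116 copies cannot be assigned to 1 copy.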

SNORD115, however, affects mRNA abundance and is genetically linked to the Prader-Willi syndrome, a rare genetic disease that leads to intellectual disability [28].

### A synaptic mRNA/microRNA Network

We detected a substantial number of microRNAs in hippocampal synaptosomes and in the microfluidic chambers. The presence of mature microRNAs at synapses is in line with previous reports that employed RT-PCR to study neurites of primary hippocampal neurons [29], microarray technology to analyze microRNAs in the synapto-neurosomes isolated from the forebrain of mice [30], or more recently also small RNA sequencing and NanoString analysis of hippocampal neuropil or synaptosomes [15, 26]. Comparison of the dataset generated by Sambandan and colleagues revealed that out of the 65 microRNAs we detected, 57 were also reported in their study. This further strengthens the hypothesis that microRNAs play an important role at synapses and suggests that our dataset represents a high-quality synaptic microRNAome that can be used as a resource for future studies. To the best of our knowledge, our study is the first that provides a synaptic coding and small non-coding RNAome from the same preparation, thus making it possible to address the role of the synaptic microRNAome at the systems level. We used the data to develop a novel tool which utilized mRNA data to parse multiple databases containing experimentally validated interactions and thereby build a high-confidence mRNA network of the synapse (see methods for more details). We intersected this mRNA network with the confirmed targets of all microRNAs which are detected within the same sample to build the synaptic microRNA/mRNA network. Overall, our data suggest that up to 98% of the synaptic mRNAome is controlled by synaptic microRNAs, suggesting that essentially, all mRNAs localized at the synapses are potentially regulated via synaptic microRNAs. Since mRNA transport to synapses is an energy-demanding and highly controlled process [2], it is likely that synaptic microRNAs do not degrade their mRNA targets but rather control their availability for local translation. This should be studied in future experiments at the systems level. Another important observation was that many of the synaptic microRNAs were deregulated in cognitive diseases that often start with synaptic dysfunction (see Table S1). In addition, there is increasing interest in circulating microRNAs as biomarkers for cognitive diseases [31, 32]. The fact that microRNAs have also been reported in synaptic vesicles [33] and in exosomes derived from neuronal cultures [34] suggests a potential path how pathological microRNA changes observed in the brain may also manifest in circulation. Hence, the various CNS clearance systems [35] might transport such vesicles to the circulation, a hypothesis that should be further studied. In the same context, there is substantial data to suggest that microRNAs regulate biological processes across cell types and even organs [18, 36]. Intriguingly, in the perfusion channel of microfluidic chambers—which are free of any somata and only contain distal synapses and some neurites—there are substantially fewer microRNAs than in the synaptosomes. These microRNAs significantly overlapped with the ones detected in exosomes released by astrocytes [23]. It is therefore tempting to speculate that within the tripartite synapse, astrocytes support synapses with additional microRNAs that help to control the synaptic mRNA pool. Support for this view stems also from the observation that the three most significant functional pathways controlled by the synaptosomal microRNAome are the “glutamatergic synapse,” “cAMP signaling,” and “long-term potentiation,” which are identical to the top three pathways controlled by the microRNAs that are potentially shuttled to synapses via astrocytes. These data underscore the importance of the corresponding mRNA pool and may suggest that microRNAs supplied to synapses by other cell types might suppress translation of the most relevant local mRNAs rather than degrading a few selected RNAs. Our data allowed us to identify a number of synaptic hub microRNAs (e.g., see Fig. 1 e and f), and the functional analysis of these microRNAs would be an important task for future studies. Of particular importance would be microRNAs that are deregulated in cognitive diseases. Support for this view stems from recent data on microRNA-181a-5p, a hub in our synaptic network that is deregulated in neurodegenerative and neuropsychiatric diseases [37, 38] and was found to be processed at synapses upon neuronal activity [15]. 

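The let-7 family took 12.8% of the microRNA counts in synaptosomes and 22.5% of those in chambers. Given the synaptosome levels, its chamber count was 1.75 times that expected (exact 95% Poisson interval 1.67 to 1.84). In synaptosomes let-7g-5p had 24295 ± 3136 CPM and let-7a-5p 10090 ± 1567 CPM (SD, n = 3 pools). In chambers let-7a-5p had 211 counts against 68.6 expected, whereas let-7d-5p had 9 against 22.1. Members of the family differ by few bases, so reads can be shared between them, and no KCl library of small RNA was analysed here.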

The finding that most microRNAs of the let-7 family are highly abundant at synapses and control a large set of mRNAs is intriguing since these microRNAs have been observed in several CNS-related pathologies [39] while comparatively little is known on their role in the adult brain. Another hub microRNAs is miR-125b-5p which is deregulated in Alzheimer’s disease and causes memory impairment in mice when elevated in their hippocampus [40], yet its role at the synapse remains elusive. Similarly interesting is miR-128-3p which is deregulated in various neuropsychiatric and neurodegenerative diseases. Recent data suggest that inhibition of microRNA-128-3p can ameliorate AD pathology [41].

In conclusion, our study provides for the first time the synaptic RNAome and thus will serve as a valuable resource for future research. Our data furthermore underscore the importance of synaptic mRNAs and microRNAs for brain function. The novel microfluidic chamber that we developed here will allow researchers to combine the power of a specific analysis and manipulation of the synaptic compartment [20] with RNA-sequencing approaches.

## Materials and Methods

### Animals

Three-month-old male C57B/6J mice were purchased from Janvier Labs. All animals were housed in standard cages on 12-h/12-h light/dark cycle with food and water ad libitum. All experiments were performed according to the protocols approved by the local ethics committee of the University Medical Center of the University Goettingen, Germany, the Lower Saxony State Office for Consumer Protection and Food Safety (LAVES) under animal protocol number T12.13 and were in compliance with institutional, national, and international guidelines. The 3Rs (replacement, reduction and refinement) were applied in all animal research activities.

### Isolation of Hippocampal Synaptosomes for RNA Sequencing

To obtain sufficient RNA for sequencing of hippocampal synaptosomes, we isolated the hippocampi from 60 3-month-old wild-type mice. Twenty bilateral hippocampi were pooled as one sample to obtain three independent samples that were further processed to isolate high-quality synaptosomes using a previously described protocol [42]. In brief, hippocampi were homogenized by 9 strokes at 900 rpm in sucrose buffer and centrifuged at 4° for 2 min at 5000 rpm (SS34). Supernatants were further centrifuged at 4° for 12 min at 11,000 rpm. Pellets were loaded onto a Ficoll gradient and centrifuged at 4° for 35 min at 22,500 rpm (SW41). The interface between 13 and 9% Ficoll was washed by further centrifugation and then pelleted by 8700 rpm for 12 min in a SS34 rotor. Resuspended synaptosomes were then centrifuged on a sucrose gradient for 3 h at 28,000 rpm (SW28). Finally, synaptosomes were fractioned via the Gilson Minipuls, and 21 fractions were collected and analyzed by dot blotting. For this, from each fraction, 2 μl of sample was pipetted onto nitrocellulose membrane, and dried for 5 min. Blocking of unspecific signal was done by 5% low-fat milk in TBST for 10 min. Antibodies against synaptophysin and PSD95 were applied for 15 min, then the membrane was washed three times for 3 min each in TBST with 5% milk. Secondary antibody was applied for 15 min. Afterward, membrane was washed again three times with TBST without milk before being imaged. Only 5 fractions from each preparation showed a signal for synaptophysin and PSD95, ensuring the presence of high-quality synaptosomes. These were then processed for total and small RNA sequencing.

### Production of Microfluidic Chambers

Isolation of synapses and corresponding RNA for subsequent sequencing from the perfusion channel of currently employed microfluidic chambers [20] was not possible. Therefore, we generated a microfluidic chamber that allowed us to cut the perfusion channel by using polydimethylsiloxane (PDMS) for the chamber and the corresponding substrate (Fig S1). Pilot studies showed that unlike the commonly used microfluidic chambers [20], the usage of PDMS as a substrate to bind the chambers allowed us to cut the perfusion channel. Specifically, the microfluidic chambers were designed using AutoCAD 2017. The overall layout was similar to the version reported by Taylor and colleagues [20], yet for more yield of synaptic RNAs, the length of the chamber was increased, with more microgrooves and a wider synaptic compartment to allow easier alignment during cutting. Layouts were translated into photolithography masks by Selba. Production of silicon wafers was done with two layers. The first layer was made by applying 2 ml photoresist SU-8-2025 on 2 inches-diameter silicon wafers and running the spin coater with the following settings: (1) 15 s, 500 rpm, 100 ramp and (2) 100 s, 4000 rpm, 50 ramp. To prebake, the wafers were put on a 65°C heating plate for 1 min, then for 15 min on a 95° heating plate. For depositing the first layer to UV light, the mask with the microgrooves pattern was inserted into the MJB4 mask aligner; exposure was set to 9 s under vacuum conditions. Afterward, the wafers were postbaked at 65° for 1 min and 5 min at 95°C.

Subsequently, 3 ml of the second photoresist SU-8-2050 was added on top and spin coated with the following protocol: (1) 15 s, 100 ramp, 500 rpm and (2) 60 s, 900 rpm, 50 ramp. This time, prebaking was done with 1 min at 65° and a minimum of 30 min at 95°. The second layer was aligned to the microgrooves using the microscope of the mask aligner. UV light exposure lasted 19 s in the soft contact setting. After postbaking as described for the first layer, wafers were developed for 10 min or more in mrDev600 with the aid of ultrasonication. PDMS (SYLGARD™ 184 Silicone Elastomer Kit) was used to manufacture the chambers as well as the bottom substrates. Sylgard components were mixed 10:1 using a 1-ml pipette tip and added to the wafers that were placed in 6-cm-diameter Petri dishes and very thinly (1–2 mm high) onto 10-cm dishes. Degassing was performed for minimum 15 min in a desiccator under vacuum. Afterward, wafers and bottom parts were transferred to a 70° oven and cured for 2 h. Chambers and bottom parts were cut out by a scalpel, holes in the chambers were punched by biopsy punchers of 6 mm and 8 mm diameter, and the bottom parts were cut into smaller pieces to hold one chamber each. To clean off dust, the pieces were placed in an ultrasonic bath for 10 min and then dried on a heating plate at 70°. PDMS can be bound to PDMS covalently under oxygen plasma conditions; a Tesla-coil type device, the Corona plasma treater from Blackhole lab, was used to this end. The plasma treater was hovered slowly 2 cm above the chambers (bottom side up), going back and forth to cover the entire area by discharges for 30 s, then the same was done to the bottom part. Both parts were then brought together and pressed very slightly to ensure complete contact. Covalent bond forming was enhanced by placing the assembled chamber into the oven at 70° for 10 min. Subsequently, chambers were filled with PBS or borate buffer to maintain hydrophilic properties. Chambers that were to be imaged were not treated with plasma but were assembled onto the PDMS or glass substrate under the biosafety cabinet by simply pressing both pieces together. Once assembled, the chambers were brought to a biosafety cabinet and washed once with 70% ethanol, then twice with water. Coating on PDMS worked best when done with 0.5 mg PDL in borate buffer overnight. Visual inspection under the microscope ensured that no bubbles were present in the chambers. Great care was taken when washing to not remove the coating. Liquid was never removed with a suction pump directly from the channels but rather by pointing the pipette at the wall of open reservoirs. Washing was done twice with PBS, 80 μl per top reservoir, allowing for the liquid to flow into the down reservoir. Perfusion reservoirs were washed by applying 50 μl onto each well, one at a time, waiting for 5min in-between. Once all PBS was removed from the open reservoirs, 80 μl of medium was added per top reservoir, allowing for the liquid to flow into the down reservoir. This process was repeated once before the chambers were left overnight in the incubator before seeding to ensure proper hydrophilicity. For easier handling, always two chambers were put together in a 10-cm dish, with two lids of 15-ml falcon tubes filled with water next to them to reduce the evaporation from the chambers themselves.

### Primary Hippocampal Neuronal Cultures

Pregnant CD1 mice were sacrificed under anesthesia by cervical dislocation at E16 or E17. Brains from embryos were extracted and their hippocampi collected. Processing was done using the Papain kit from Worthington, and the cells were counted and diluted to a density of 5 million per ml. Seeding was done with the following pipetting scheme to ensure that most cells reached the microgrooves but did not enter them: 10μl of cell suspension containing 70,000 cells was injected into the channels from the top wells, starting with the axonal side. A second pipetting step with 5 μl added to the channels from the bottom wells, after inspection of cells under the microscope. After 10 min, a similar seeding was performed for the dendritic side. One hour later, each well was filled up to 100 μl. The next day, another 100 μl was pipetted into each well. Visual inspection under a microscope was necessary to do several rounds of seeding with decreasing volume to make sure the desired spread of cells was achieved. After 2 h, reservoirs of the chambers were filled up with medium to 100 μl each by pipetting an additional 70 μl simultaneously in both reservoirs per side, while not adding more medium to the perfusion. We used Neurobasal Plus with GlutaMax, Penicilin/Strep, and B27 Plus supplement for better viability. Parallel to chambers, normal 12-well dishes, coated with PDL in borate overnight and washed three times with water, were cultured at 260,000 cells per well; these served as standby cultures. Since medium evaporation can happen quickly in the chambers, every 2–3 days, medium from these standby cultures was filtered by a 0.22-μm syringe filter and then added to the chambers. For the KCl stimulation, around 50 μl of medium was collected from each reservoir of the chambers and mixed with KCl, resulting in a final concentration of 50 mM when given back to the chamber and then incubated for 2 h before RNA isolation.

### Harvesting of Synaptic RNAs from Microfluidic Chambers: SNIDER

In order to parallel cut the PDMS substrate, we designed a machine consisting of a blade-holding arm on a ball-bearing rail, allowing frictionless mobility in one dimension. A screw-driven spring drives the razorblade height position and allows for controlling the penetration depth of the blades into the PDMS. The non-cutting corners of the razorblade were removed with a plunger to only have one accessing point of the blades into the PDMS. Small metal plates were put in between the blades to serve as spacers, increasing the inter-blade distance to 900 μm. On the day of harvest, cells in the chambers were washed once with PDMS and flipped upside down. Great care was taken to maintain an RNAse-free environment by prior cleaning of all tools and instruments with RNAsezap and 70% EtOH afterward. To obtain an endpoint for the long parallel cut, we introduced with a scalpel two horizontal cuts between the outer perfusion wells and the upper left, respectively upper right well that met at the perfusion stream. Then, the chambers were aligned by their perfusion stream on a marked line of the device. By close visual inspection, the blades were lowered just before entering the PDMS material and then were brought in parallel to the synaptic compartment. Blades were then lowered 2 mm deep into the substrate just before the perfusion outlet and then the metal lever was pulled backward, moving the blades toward the perfusion wells until the parallel cut met the V-shaped cut induced earlier by the scalpel. With a pair of tweezers, the synaptic compartment was taken out and put into cell lysis buffer solution of GenElute Sigma kit. We then followed the manufacturer’s protocol under 1C to isolate total RNA, including small RNAs.

### RNA Sequencing

The synaptosomal RNA samples were split into halves; one was further processed to obtain total RNA libraries using the Illumina Truseq total RNA kit, and the other half was used for small RNA sequencing using the NEBNext Small RNA Library Prep Kit as described before [43]. For total RNA sequencing of RNA from microfluid chambers, we always pooled two samples, and libraries were created with Takara´s SMARTer Stranded Total RNA-Seq Kit v2-Pico Input Mammalian. Small RNA libraries were generated using Takara’s SMARTer smRNA-Seq Kit for Illumina. To verify the library and sequencing procedure, we added spike-in RNAs from the QIAseq miRNA Library QC kit prior to library creation.

### Bioinformatic Analysis

Sequencing data was processed using a customized in-house software pipeline. Illumina’s conversion software bcl2fastq (v2.20.2) was used for adapter trimming and converting the base calls in the per-cycle BCL files to the per-read FASTQ format from raw images. Quality control of raw sequencing data was performed by using FastQC (v0.11.5). Trimming of 3′ adapters for small RNASeq data was done using Cutadapt (v1.11.0) (10.14806/ej.17.1.200). The mouse genome version mm10 was used for alignment and annotation of coding and non-coding genes. Small RNAs were annotated using miRBase [44] for miRNAs and snOPY [45] for snoRNAs. For total RNASeq, reads were aligned using the STAR aligner (v2.5.2b) [46], and read counts were generated using feature Counts (v1.5.1) [47]. For small RNASeq, reads were aligned using the mapper.pl script from mirdeep2 (v2.0.1.2) [48] which uses bowtie (v1.1.2) [49], and read counts were generated with the quantifier.pl script from mirdeep2. All read counts were normalized according to library size to transcript per million (TPM). We used a TPM cutoff of 1000 reads for small RNAs to make sure that these were effectively detected up to an average raw count of 10 reads. To account for differences in sequencing depth between synaptosomal mRNAs (average of 6 mio unique reads per lane) and mRNAs from microfluidic chambers (average of 20 mio unique reads per lane), we applied a cutoff of 50 and 100 normalized reads, respectively. Differential expression analysis was performed with the DESeq2 (v1.26.0) R (v3.6.3) package [50]; here, unwanted variance was removed using RUVSeq (v1.20.0) [51]. Networks were built using Cytoscape (v3.7.2) [52] based on automatically created lists of pairwise interactors. We used in-house Python scripts to detect interactions between expressed non-coding RNAs (miRNAs, lncRNAs, or snoRNAs) and coding genes; interaction information was collected from six different databases: NPInter [53], RegNetwork [54], Rise [55], STRING [56], TarBase [57], and TransmiR [58]. All interactions classified as weak (if available) were excluded. The lists of pairwise interactors were loaded into Cytoscape, and all nodes connected by only one edge were removed to build the final network.

### Imaging

Cells were fixed in 4% PFA in PBS plus 1 μM MgCl2, 0.1 μM CaCl2, and 120 mM sucrose. Our imaging setup consists of a Leica DMi8 microscope that is equipped with a STEDYcon. Phase contrast images were obtained using the Leica in its normal mode, with the Leica DMi8 software. All other fluorescent images were taken with the STEDYcon in either confocal or STED mode. Antibodies: PSD95 (Merck - MABN 68) and synaptophysin 1 (Synaptic Systems 101 004), both diluted to 1:400. Secondary antibodies were StarRED (Abberior, STRED-1001-500UG) and Alexa Fluor 633 Anti-Guinea Pig (Invitrogen, A21105) both diluted to 1:400. DAPI was applied for 1 min for counterstaining.

## Supplementary information

ESM 1

ESM 2

## Data Availability

All sequencing data are available via GEO database. GSE159248: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE159248

## Declarations

This work includes experiments with mice. All described experiments were approved by the local animal care committee.

# Supplementary material for: The Coding and Small Non-coding Hippocampal Synaptic RNAome
**Source:** Mol Neurobiol. 2021 Feb 10;58(6):2940–53. doi: 10.1007/s12035-021-02296-y
**Supplement:** Supplementary file 1

Figure S1

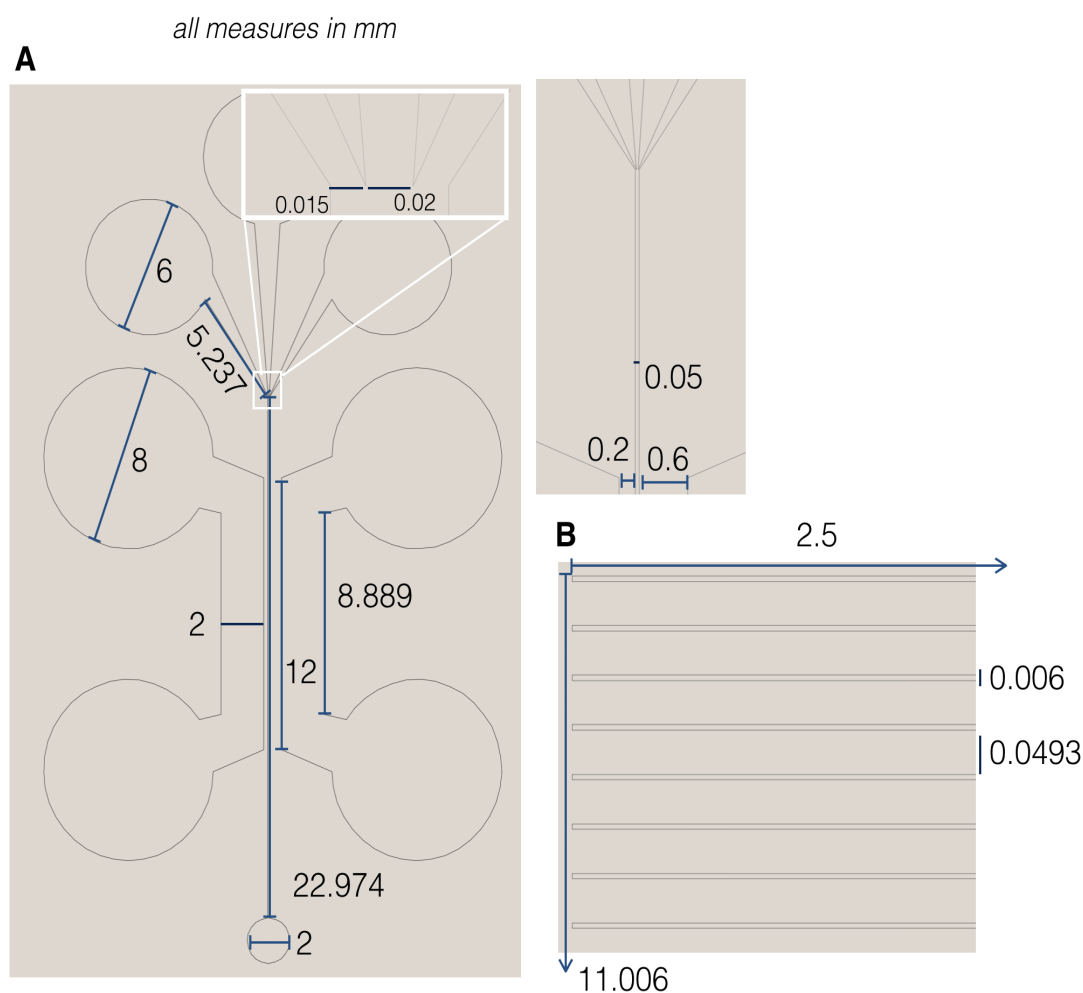

Fig S1. Design of the photolithography masks. A. Layout is based on (Taylor 2010). Changes have been introduced in many dimensions to increase the overall yield when cutting the synaptic compartment. The image shows the Mask containing the reservoirs as well as the perfusion channel, for second exposure. Height of the photoresist (SU-8-2050) for this step is 160 μ m. **B.** Mask containing the microgrooves, used for first exposure. Height of the photoresist (SU-8-2025) for this step is 20 μ m.

Figure S2

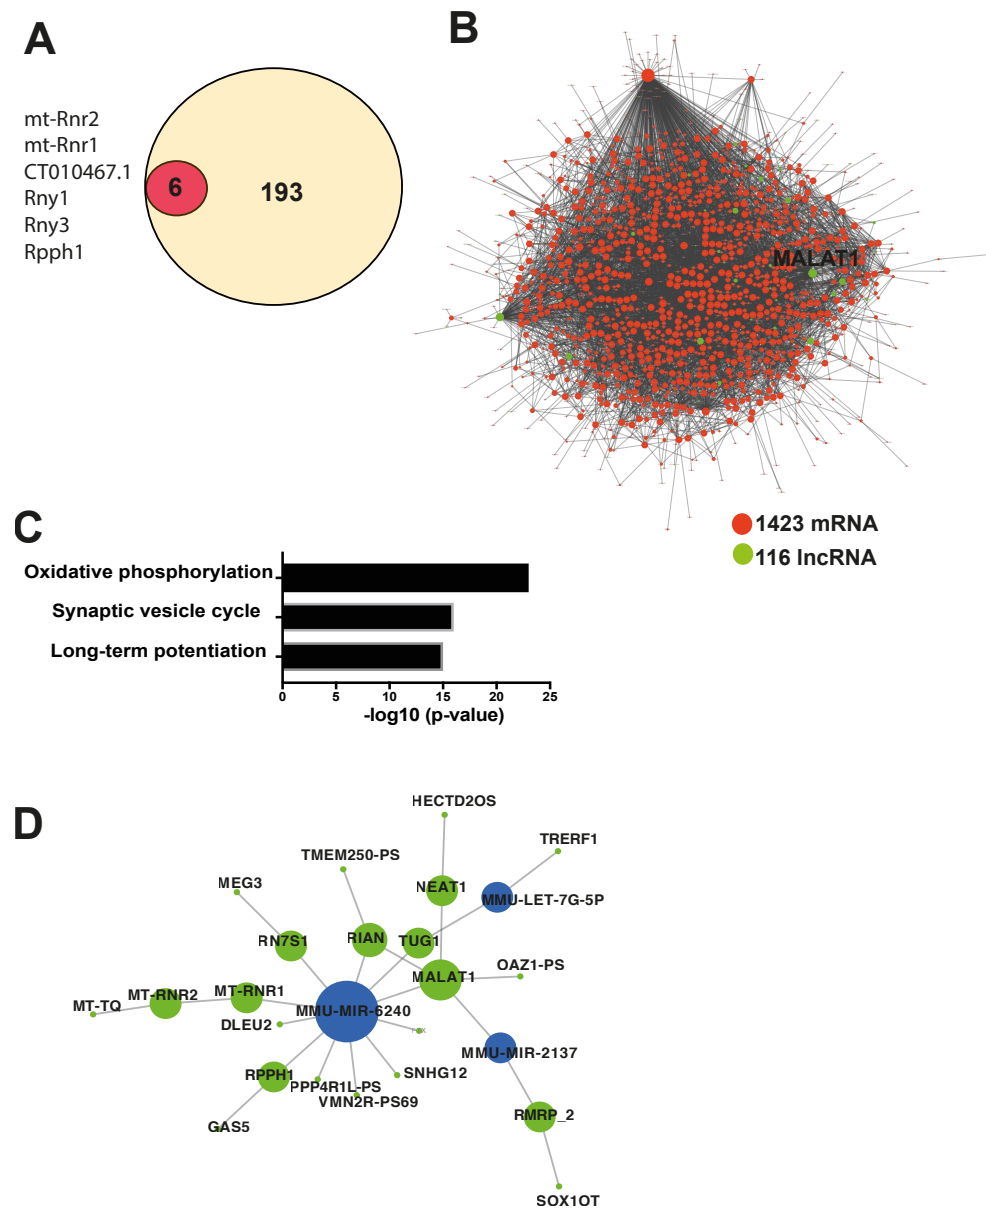

Fig. S2. Network analysis of synaptic lncRNAs. **A.** Venn diagram showing that the 6 annotated lncRNA detected in synaptosomes (red circle) are part of the 199 lncRNA detected in the microfluidic chambers. The 6 common lncRNAs are listed in the left panel. **B.** Out of 1460 mRNA detected in microfluidic chambers, 1423 could be fit into a network that also contains 116 of the 199 annotated lncRNA. Specifically Malat 1 appears as a hub lncRNA. **C.** Three main pathways represented by the synaptic mRNAs potentially controlled by the 116 lncRNAs. **D.** Network showing the interactions of synaptic lncRNA (green) and microRNA (blue) detected in microfluidic chambers. Note that the two well-studied lncRNAs Malat1 and Neat 1 are part of a network that controls microRNA-6240, let-7G-5p and microRNA-2137. Please note that panels B and D are available as searchable high resolution PDF files as additional supplemental data.

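All 7 annotated lncRNAs at the cutoff in synaptosomes were also at the cutoff in chambers. Besides the mitochondrial ribosomal RNAs they were CT010467.1 (12805 ± 15241 CPM of the lncRNA table in chambers, SD, n = 8 libraries), Rny1 and Rny3, Y RNAs that bind the Ro protein, Rpph1, the RNA of ribonuclease P, and Mir6236. Rny3 had 115 ± 43.6 CPM in synaptosomes (n = 3 pools) and 3533 ± 3866 CPM in chambers, Rpph1 had 66.5 ± 11.4 and 4544 ± 2773 CPM, and Mir6236 had 5505 ± 1825 and 877 ± 1108 CPM. Rny1 had 348 ± 109.5 CPM in synaptosomes. By annotated type the 7 are 2 mitochondrial ribosomal RNAs, 2 miscellaneous RNAs, 1 ribosomal RNA, 1 ribozyme and 1 microRNA precursor. When every library had to reach the cutoff, 3 were shared.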

How the deposited data were processed for this re-analysis (not part of the article)

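RNA of hippocampal synaptosomes (3 pools of mice, each with a total and a small RNA library) and of the perfusion channel of microfluidic chambers with mouse hippocampal neurons was sequenced, the latter from 8 control and 3 KCl libraries of total RNA and 6 control libraries of small RNA. Conditions were taken from the sample labels. The authors converted reads with bcl2fastq 2.20.2, trimmed small RNA adapters with cutadapt 1.11.0, aligned total RNA to mm10 with STAR 2.5.2b and counted genes with featureCounts 1.5.1. They counted microRNAs with mirdeep2 and Bowtie 1.1.2 against miRBase and snoRNAs against snOPY. The deposited tables hold the raw count of each gene, microRNA or snoRNA and library as the authors counted it, with no normalization. They also hold CPM values, which the authors made by scaling each library's counts to the total of the table. A check on the values showed that these CPM carry no gene length term, although the authors name them TPM. For synaptosomal microRNAs and snoRNAs, CPM were computed here from the deposited counts. The authors' tables give total RNA for 48709 gene identifiers, 48349 of them with a symbol, and lncRNAs and similar genes for 26691 of these (26497 with a symbol). mRNAs are the 22018 genes of the first table that are not in the second, of which 21626 are protein coding in GENCODE vM21. The lncRNA table does not repeat the counts of the total RNA table for the same genes in chambers, and its library totals were up to 3.20 times those of the same genes there; the cause was not tested, and lncRNA levels are given in CPM of the lncRNA table unless the text says otherwise. Small RNA tables hold 2128 microRNA entries with 1978 names and 811 snoRNA names, and the highest entry was used for a name with several. The 6 further per-sample columns of the tables were not used.

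An RNA was detected where its mean CPM over the libraries reached the study's cutoff, 50 for synaptosomal total RNA, 100 for chamber total RNA and 1000 for small RNAs. lncRNAs exclude predicted names (Gm numbers and Rik clones), as in the paper, and snoRNAs include them. Gene lists, 23 of mRNAs and 31 in all, were written before the data were examined, as were the cutoffs, the tests, the alternatives other than the added ones and the rule for named genes. The split of mRNAs and lncRNAs by table, the treatment of predicted names and of several entries per name, and the added alternatives were chosen after the tables were opened, and other ways of counting were looked at then. Lists were tested for over-representation with a one-sided Fisher's exact test against mRNAs with at least 1 count in any library of the group, adjusted over the 23 lists (Benjamini-Hochberg). Synaptosome microRNAs were set against chamber counts by the count expected at the synaptosome level, with exact 95% Poisson intervals and no test, since the kits differ.

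KCl and control libraries were compared with edgeR 4.0.16 (quasi-likelihood test, TMM, filterByExpr, a term for the kind of title) on raw counts in R 4.3.3, with a call at an adjusted p of at most 0.05 and a log2 fold change beyond 1 either way. Lists were tested with camera of limma 3.58.1 at the preset correlation of 0.01, with an estimated correlation, and with fry. DESeq2 1.42.0, other scalings, a factor of unwanted variation written out after RUVr since RUVSeq was not used here, other filters, other controls, a block by title number and each library left out in turn were run as alternatives. Group means of shares were compared with exact two-sided permutation tests, and 100 of the 165 splits of the 11 chamber libraries into 3 and 8 were drawn. Correlations across 11 libraries took 100000 permutations. A line of the ribosomal protein share on the receptor share was fitted to the 8 controls, with a 95% prediction interval. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the rest.

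The tests were tried on simulated data. With the spread estimated in the chamber libraries (24199 genes tested), edgeR recovered 0, 0, 0 and 6 of 50 genes changed 2-, 4-, 8- and 16-fold and called 1 unchanged gene, and DESeq2 recovered 1, 5, 8 and 15 and called 88 unchanged genes. With a dispersion of 0.05 (25332 genes tested), edgeR recovered 9, 48, 46 and 47 and called 5 unchanged genes, and DESeq2 recovered 6, 45, 46 and 47 and called 2. The way genes were assigned to folds was changed after a first run. A list with 20% of its genes detected was called in 77.3% of 200 repeats for synaptosomes and 48.5% for chambers, a list with 50% in 96.5% and 93.5%, and unchanged lists in 0.0870% and 0.0435%.

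Named RNAs were chosen by a rule: every RNA the study names, the 10 of highest mean level in each detected set, for KCl the 12 called genes of largest change each way whose libraries all lie on 1 side and the 12 of smallest adjusted p, at most 4 members of each list by adjusted p or level and any member that goes against its list, and RNAs in a table of the study but not found here, or the reverse, where they number 5 or fewer. Other RNAs named in the text, such as the mRNAs found in synaptosomes alone and single members of the lists, were chosen after their values were seen. Dish cultures, target databases and small RNA after KCl were not analysed here. The values of some single genes are not reported here.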

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

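The tests of satellite reads against KCl, of the ratio of ribosomal protein to synaptic counts, of dilution as the whole cause, and of a common microRNA yield were chosen only after the result was seen, and the first KCl fits had been seen before the other tests of ribosomal protein genes and the splits were written.

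Of 19 measures tested for outliers, 5 had a library far from the others, each time sc3 among the 8 chamber controls of total RNA. The 19 include the microRNA and snoRNA counts of the small RNA libraries. Chance gives about 1 in 20 for a single measure, but most are shares of the same counts and are not independent. The library sc3 held 48.3 mio counts (median of the others 1.98), 97.3% of them on mRNAs (76.4%), 3.02% on nuclear genes of oxidative phosphorylation (0.345%), 2.83% on astrocyte markers (0.399%) and 0.328% on oligodendrocyte markers (0.0736%). Predicted lncRNAs, which the paper leaves for later, numbered 11 in synaptosomes and 1179 in chambers at the cutoff. Olfactory, vomeronasal, taste and trace amine receptor genes took 1.05% of the counts of the chamber library Ctrl4, against at most 0.000177% in synaptosomes.

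The share of counts on the satellite-repeat models Gm10800, Gm10801 and Gm21738 differed widely between chamber libraries. An effect of KCl is opposed by the KCl libraries (0.604% to 5.67%) all lying within the range of the controls (0.0177% to 8.70%; means 2.77% against 3.93%, exact permutation test, p = 0.570). Reads from genomic DNA may account for it, as the share rose with that on receptor genes (Spearman's rho 0.927, permutation p = 0.00024, adjusted 0.000529; Pearson's r 0.938, p = 5e-05, adjusted 0.0002; 11 libraries; r 0.873 and rho 0.900 without the 2 farthest; 4 relations computed). Within the 6 libraries titled with letters rho was 0.943 (exact permutation test, p = 0.0167) and r 0.925. No biological explanation other than KCl was tested.

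Ribosomal protein genes took more of the counts after KCl. Dilution by genomic DNA in controls may contribute, since among the 8 controls the ribosomal share was lower the higher the receptor share (rho -0.976, exact permutation test, p = 0.000397, adjusted 0.000529; r -0.928; rho -1 and r -0.923 without the 2 farthest). As the whole cause it is opposed for the share of mRNA counts, where 3 of 3 KCl libraries (0.889% to 1.38%) lay above the 95% prediction interval of the controls' line on the receptor share (upper bounds 0.669% to 0.839%). For the share of all counts 1 of 3 did (KCL1a, 0.943% against 0.589%), so dilution cannot be told apart there. An effect of KCl itself stays open. The lowest KCl share of all counts lay -0.0140 percentage points from the highest control (0.665% in KCL4 against 0.679% in sc3). That gap is less than the SD of the KCl libraries (0.155%). Camera called the list at the preset correlation (adjusted p = 1.09e-17) but not with an estimated correlation (adjusted p = 0.354). Every KCl share of mRNA counts lay above every control. A rise over other neuronal mRNAs stays open too. The ratio to the synaptic lists lay inside the range of the controls in 2 of 3 KCl libraries, but camera called those lists higher themselves at the preset correlation. With an estimated correlation camera did not call them (adjusted p = 0.315 for postsynaptic and 0.354 for presynaptic genes). KCL1a alone stood apart, with a ratio of 0.544.

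Most synaptosome microRNAs were under the cutoff in chambers. Too few reads do not account for it, as the exact interval of the chamber count lay below the expected count for 56 of all 69 synaptosome microRNAs (8 within, 5 above). The same held for 46 of the 51 under the cutoff, which follows in part from picking microRNAs low in chambers. As the only cause, a lower yield of all microRNAs alike is opposed by the chi-square per degree of freedom against 1 common ratio. It was 127 times that between chamber libraries (207 against 1.64). Those libraries share 1 kit, so a lower yield on top of a kit difference cannot be excluded. The preparation, the age of the neurons and the library kit changed together and stay open, as no library separates them.

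Of the splits of the 11 chamber libraries 100 were taken, the real one among them, and the counts of splits here include it. For genes higher after KCl, 3 of the 100 were as large (real value 1, highest other 1), so a single gene does not set the real split apart from others. For genes lower the real count was 0 (highest other 0), so all 100 splits were as large by construction and the splits cannot decide. For gene lists chance cannot be excluded (real 15, highest other 22, 57 splits as large). Whether so many calls in other splits come from the libraries or from the preset correlation of camera was not tested. The median of the immediate early genes (1.72) was above that of every other split drawn (highest 1.25). For the median of the ribosomal protein genes (0.80) 6 splits, the real one included, were as large (highest other 1.46). The KCl effect rests on the libraries with titles of letters, which allow only 20 splits, not all of them drawn. Many drawn splits put bare-number controls in the place of KCl libraries. A rank among the 100 therefore overstates what these libraries can show.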

How the results depend on the processing

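Settings with predicted names kept or left out, with Ctrl3 and Ctrl4 or the libraries in doubt left out, against the 5 controls with bare-number titles, with genes of more than 10 counts and with entries summed per name were chosen after seeing the data. For the main counts and summaries, 240 values stayed within 1.5 times the main value or their spread and 65 moved; for single lists and genes, 1595 kept direction and side of the threshold, 65 became weaker, 120 stronger and 32 reversed. Where a value moved, the cause was not tested, apart from the lower or higher cutoff, which by construction admits more or fewer RNAs.

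At cutoffs divided and multiplied by 2, synaptosome mRNAs numbered 574 and 90, chamber mRNAs 4119 and 400, shared mRNAs 550 and 76, chamber lncRNAs 302 and 99, chamber microRNAs 114 and 30, and shared microRNAs 33 and 7; shared snoRNAs numbered 81 and 23, and chamber snoRNAs 69 at the higher cutoff. With every library at the cutoff, chamber mRNAs numbered 186, shared mRNAs 75, chamber lncRNAs 43, shared lncRNAs 3, chamber microRNAs 17, shared microRNAs 5, shared snoRNAs 23 and chamber-specific lists 2, and the odds ratio of oxidative phosphorylation in chambers was 0.729. With predicted names kept, lncRNAs numbered 18 in synaptosomes and 1364 in chambers; with them left out, snoRNAs numbered 37, 56 and 23 in synaptosomes, chambers and both. The median of libraries, the table total and, for mRNAs and lncRNAs, KCl libraries included or either kind of title alone kept the detected counts within 1.5 times. With a pseudocount of 0.5 the ratio of synaptosome-only microRNAs was 0.0529.

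For KCl, genes called higher and lower numbered 406 and 9 with DESeq2, 751 and 7 with the factor of unwanted variation in edgeR, 1101 and 262 with it in DESeq2, and 40 and 16 with no filter. With library totals, no term for the kind of title, only controls titled Ctrl, mRNAs alone or genes of more than 10 counts, 0 were higher. Without Ctrl3 and Ctrl4 2147 were higher and 1866 lower, and against the bare-number controls 7 were higher. Ribosomal protein genes called higher were 6.10% with DESeq2, 36.6% and 46.3% with the factor in edgeR and DESeq2. With an estimated correlation 0 lists were called, and with fry 0. With DESeq2 camera called the oxidative phosphorylation (median log2 fold change -1.67), astrocyte (-1.17), glycolysis (-1.72) and proteasome (-0.86) lists lower, where its direction had been up although their medians were negative before too. Medians turned with only controls titled Ctrl for mitochondrial ribosomal proteins (0.75) and oligodendrocyte markers (1.13), and against the bare-number controls for the same lists (0.18 and 0.48). Without Ctrl3 and Ctrl4 only sc3 is left of the controls with letters and the median of all genes was 2.31 (-0.53 before), so signs there cannot be set beside the others. Medians turned there for presynaptic (-0.52), GABAergic (-0.19), signalling (-0.30), cytosolic ribosomal protein (-0.53), translation (-0.66), vascular (4.26), tubulin (-0.087), sterol (-1.05) and chaperone (-0.96) lists, and only camera's direction turned, from up to down, for oxidative phosphorylation (-3.22), astrocyte (-2.66), glycolysis (-3.28) and proteasome (-2.23) lists.

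Leaving out each library in turn gave 0 to 1324 genes higher after KCl (1324 without sc3), 0 to 131 lower, 0 to 56.1% of ribosomal protein genes higher and 13 to 22 lists. It gave 218 to 248 synaptosome, 1273 to 1494 chamber and 205 to 229 shared mRNAs, 7, 177 to 195 and 7 lncRNAs, 63 to 71, 58 to 67 and 17 to 20 microRNAs, 111 to 123, 105 to 108 and 46 to 51 snoRNAs, and 10 to 11, 14 to 16 and 10 to 13 enriched lists in synaptosomes, chambers and chambers alone. The odds ratio of oxidative phosphorylation ran from 0.961 (without sc3) to 8.36 in chambers and from 0.903 to 9.18 in chambers alone, and there that of astrocyte markers from 0.603 to 6.84 and of the proteasome from 0.729 to 4.28, each lowest without sc3. After KCl the median ran from -2.39 to 2.36 for oxidative phosphorylation, -1.90 to 1.89 for astrocyte markers, -2.49 to 2.10 for glycolysis, -1.43 to 1.84 for the proteasome, -1.84 to 0.79 for mitochondrial ribosomal proteins and -0.94 to 1.16 for oligodendrocyte markers, lowest without Ctrl4 and highest without sc3.

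KCl and control titles share the numbers 1 (KCL1, KCL1a and C1) and 4 (KCL4 and Ctrl4), which neither labels nor paper tie to a shared culture or day. The block was planned before the data were examined, for 2 or more shared numbers, and run after the other results were seen. With the title number as a replicate block, over the same genes, 0 genes were higher, 0 lower, 0% of ribosomal protein genes higher and 15 lists called. Of single lists, oxidative phosphorylation was then called higher (median 0.12) and microglia markers were not called (-0.47), and Gm22009 was not called. For libraries of the same number the correlations of residuals were 0.0310 (KCL1 with C1), -0.119 (KCL1a with C1) and -0.298 (KCL4 with Ctrl4). Pairs of unlike number ran from -0.247 (KCL1a with sc3) to 0.352 (KCL4 with sc3), and KCL1 with KCL1a was not among the pairs. Residuals of the 3 KCl libraries cancel out for each gene, so these values cannot decide whether equal numbers mark a shared culture.

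Small RNAs after KCl and settings by KCl or title kind for small RNAs were not run, as the small RNA table holds controls only. A count of 0 allows up to 3 counts per library. Depth limits chamber microRNAs most, where 1000 CPM stood for 0.475 to 2.10 reads.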

Differences from the paper's values

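The settings with predicted names left out and without Ctrl3 and Ctrl4 were chosen only after the values were seen.

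snoRNAs at the cutoff numbered 115 in synaptosomes, 107 in chambers and 50 in both, against the paper's 37, 57 and 22. The numbers here are of names, and some predicted names had identical counts. Of the alternatives set before the data were examined, none closes the gap for synaptosomes (every library at the cutoff 77, median 106, cutoff divided by 2 154, multiplied by 2 78, table total 115, a library left out 111 to 123). For chambers every library at the cutoff (76) and the cutoff multiplied by 2 (69) do, and the median (101), the cutoff divided by 2 (149), the table total (107) and a library left out (105 to 108) do not. For both preparations every library at the cutoff (23) and the cutoff multiplied by 2 (23) do, and the median (43), the cutoff divided by 2 (81), the table total (50) and a library left out (46 to 51) do not. With snoRNAs of predicted names left out the numbers were 37, 56 and 23, a setting chosen after seeing the values, which drops 0 of the paper's named snoRNAs.

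Of the shared snoRNAs 22% were of the C/D box, 6% of the H/ACA box and 72% of another or no type, against the paper's 49%, 17% and 35%. With predicted names left out, chosen after seeing the values and dropping 0 of the paper's snoRNAs, they were 47.8%, 13.0% and 39.1%.

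After KCl 0% of 82 cytosolic ribosomal protein genes were called higher, against the paper's 50% of the genes of the KEGG ribosome pathway, which is another set of genes. Of the alternatives set before the data were examined, the factor of unwanted variation in edgeR (36.6%) and in DESeq2 (46.3%) and edgeR without sc3 (56.1%) fall within 1.5 times the paper's value. DESeq2 alone (6.10%) and all others (0%) do not. Genes changed after KCl numbered 1, against 2168 in the paper's Table S7. Of the alternatives set before the data were examined only edgeR without sc3 (1455) comes within 1.5 times it, and DESeq2 (415), the factor in edgeR (758) and in DESeq2 (1363), no filter (56) and the others (0 to 15) do not. Without Ctrl3 and Ctrl4, chosen after seeing the data, 4013 genes changed, with sc3 the only control with a title of letters. The thresholds used here are those of Fig. 5b.

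Total RNA libraries held 15.9 mio counts on average for synaptosomes and 8.18 mio for chambers, against the paper's 6 and 20 mio unique reads per lane. No alternative applies to these, and counts per library and reads per lane are not the same quantity.

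The paper names microRNA-124-5p as a hub among synaptosomal microRNAs. Here miR-124-5p had 37.0 CPM in synaptosomes, under the cutoff of 1000, and miR-124-3p had 4790 CPM. The paper states that synaptosomal mRNAs reflect the pre- and postsynaptic compartments exclusively. Here 12 of 27 astrocyte and 3 of 23 oligodendrocyte markers were at the cutoff too, beside 21 of 49 postsynaptic and 14 of 52 presynaptic genes. The paper states that mRNAs of the chambers code for synaptic pathways and mirror the energy demand of synapses, for which it names oxidative phosphorylation. Here 24 of 77 such nuclear genes were at the cutoff, and 4 without sc3. The paper states that RNAs higher after KCl represent the synaptic compartment exclusively. Here edgeR called 1 gene higher, and DESeq2, an alternative, called 406, of which 386 were mRNAs. Most of these are in no list here, and 18 were postsynaptic, 11 presynaptic, 18 of motors and cytoskeleton, 5 of translation and 5 of mitochondrial DNA.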

Other observations

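Genes of the Y chromosome and Xist, which silences the second X in females, had uneven levels in the total RNA table of chambers. Ddx3y had 0 counts in the 3 KCl libraries and in Ctrl3 and Ctrl4, 64.9 CPM in sc3 and 2.97 to 21.4 CPM in the controls with bare-number titles. Uty had 14.5 and Eif2s3y 9.90 CPM in sc3. Xist had 0 counts in the synaptosomes of male mice, 20.8 CPM in sc3, 131 and 195 CPM in Ctrl4 and Ctrl3, 337 to 413 CPM in the KCl libraries and 246 to 423 CPM in the others. Uty and Eif2s3y, like Ddx3y, had 0 counts in the 3 KCl libraries and in Ctrl3 and Ctrl4. The labels do not give the sex of the embryos, and the KCl comparison carried no term for this difference between libraries.

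The next values were chosen after they were seen, and none passed the test. After KCl, Mobp of myelin had 3.89 CPM (TMM) against 56.4 in the controls with letters and 24.1 in the others, and the astrocyte connexin Gjb6 had 1.99, 67.9 and 7.34 CPM. The calcium kinase Camk4 had 452, 98.1 and 41.7 CPM. Genes whose 3 KCl libraries all lay above the 3 controls with letters numbered 1117 (3.96% of those tested) and genes all below 959, where chance gives 5% each way.

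In chambers the lncRNA table's library totals, relative to the total RNA table for the same genes, were highest in Ctrl4 (3.20), Ctrl3 (2.89) and C3 (2.61) and lowest in sc3 and KCL4 (0.979 in both). The share of counts on satellite models in these libraries was 8.70%, 5.25%, 6.39%, 0.0177% and 0.604%.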
